# Periplocin Targets HDAC10 to Inhibit NF-κB Signaling and Induce Apoptosis in Myeloid Leukemia Cells

**DOI:** 10.7150/jca.113591

**Published:** 2025-06-23

**Authors:** Wenjie Li, Shuping Lai, Jingxian Chen, Ziang Chen, Yanying Zhou, Rongfang Wei, Yan Chen

**Keywords:** leukemia, epigenetics, HDAC10, periplocin, NF-κB

## Abstract

**Background**: Periplocin, a bioactive compound extracted from *Cortex periplocae*, has long been employed in traditional medicine for its diverse therapeutic effects, particularly in alleviating inflammation and inhibiting cancer progression. However, despite its potential benefits, the underlying molecular mechanisms of periplocin, especially in the context of leukemia treatment, remain poorly elucidated, warranting further investigation to uncover its precise role and therapeutic targets.

**Methods**: A comprehensive approach combining network pharmacology and transcriptomic analysis was utilized to identify HDAC10 as a critical downstream target of periplocin. Molecular docking and dynamic simulation studies were performed to elucidate the interaction between periplocin and HDAC10 at the molecular level. Additionally, functional assays, including apoptosis induction, cell cycle regulation, and pathway inhibition experiments, were conducted to validate the mechanistic role of HDAC10 and its relevance to periplocin's anti-leukemic effects.

**Results**: Periplocin was identified as an effective inhibitor of HDAC10, binding specifically to its hydrophobic active pocket and suppressing its enzymatic activity. This inhibition disrupted downstream signaling, particularly the NF-κB pathway, leading to significant apoptosis and cell cycle arrest in leukemia cells. These results therapy, offering insights into its mechanism of action through HDAC10 targeting.

**Conclusion**: In conclusion, periplocin, as a novel natural compound, exhibits significant anti-leukemia activity, highlighting its potential as a promising therapeutic candidate for leukemia treatment. The findings contribute to the growing interest in natural compounds as innovative solutions for addressing unmet clinical needs in hematological malignancies.

## 1. Introduction

Leukemia is a complex and aggressive blood cancer that arises from hematopoietic stem cells (HSCs), characterized by its diverse subtypes and high variability in clinical presentation and progression. Its pathogenesis is complex and multifactorial, involving chromosomal translocations, oncogene activation, tumor suppressor gene inactivation, transcription factor dysfunction, aberrant growth factor signaling, and dysregulated pathways 1-3. These abnormalities disrupt normal hematopoietic stem cell differentiation or lead to aberrant differentiation, resulting in the accumulation of leukemia stem cells (LSCs) 4-6. Intriguingly, a significant subset of leukemia patients exhibits no detectable chromosomal abnormalities or known gene mutations, suggesting that factors beyond traditional genetic mechanisms contribute to leukemogenesis 7.

Epigenetics has emerged as a pivotal mechanism underlying cancer biology. Epigenetics refers to heritable changes in gene expression that do not involve alterations to the underlying DNA sequence, including mechanisms such as DNA modifications (e.g., methylation and hydroxymethylation), histone modifications (e.g., acetylation, methylation, and phosphorylation), and RNA modifications (e.g., m6A methylation) 8 9. Increasing evidence highlights the role of epigenetic dysregulation in the initiation and progression of leukemia. For instance, mutations in DNMT3A and TET2 disrupt normal clonal hematopoiesis and are implicated in the transformation of HSCs into myelodysplastic syndromes (MDS) and acute myeloid leukemia (AML) 10-12. Similarly, leukemogenic fusion genes such as PML-RARA recruit histone deacetylases (HDACs) to specific promoters, leading to transcriptional silencing of tumor suppressor genes 13. Aberrant histone methylation mediated by MLL (KMT2A) translocations further underscores the central role of histone modifications in driving leukemia 14. Moreover, RNA epigenetics, such as dysregulated m6A modifications by factors like METTL3, have been shown to enhance the stability and translation of oncogenic transcripts, including MYC and BCL2, promoting leukemia cell proliferation and inhibiting apoptosis 15. These findings establish epigenetic alterations as critical contributors to leukemia pathogenesis and highlight their potential as therapeutic targets.

Histone acetylation, an essential epigenetic modification, influences chromatin structure and regulates gene expression by modifying lysine residues on histone tails. Acetylation promotes chromatin relaxation, facilitating transcription, while histone deacetylation, mediated by HDACs, compacts chromatin and represses gene expression 16-17. In leukemia, HDACs are frequently overexpressed and associated with poor prognosis. For example, HDAC1 and HDAC2 are highly expressed in AML and suppress the expression of tumor suppressor genes such as p21, contributing to disease progression 18-20. HDAC3, on the other hand, has been implicated in therapy resistance, making it a promising target for overcoming drug resistance and associated with leukemia stem cell 21-23. Consequently, HDAC inhibitors (HDACis) have emerged as an important class of epigenetic therapeutics. Clinically approved HDACis, such as romidepsin and panobinostat, have shown efficacy in treating hematologic malignancies, including multiple myeloma and peripheral T-cell lymphoma 24-25, 26. However, their application is constrained by notable side effects, including bone marrow suppression and cardiotoxicity, along with the development of drug resistance. These challenges highlight the pressing need for discovering new and safer HDAC inhibitors.

Derived from the medicinal plant Cortex periplocae, Periplocin represents a promising natural alternative to synthetic drugs, with demonstrated anticancer efficacy in a range of solid tumors, including breast cancer, lung cancer, and hepatocellular carcinoma 27-28. Previous studies have demonstrated that periplocin exerts its antitumor effects through multiple mechanisms, including the regulation of cell cycle-related proteins such as Cyclin D1 and CDK4, and the induction of apoptosis via the mitochondrial pathway 29-30. Furthermore, periplocin has been shown to inhibit critical oncogenic pathways, such as NF-κB and PI3K-AKT, thereby suppressing cancer cell proliferation, invasion, and metastasis 30. These findings highlight its broad anticancer potential and provide a strong rationale for exploring its role in hematologic malignancies. However, despite these promising results, the therapeutic potential of periplocin in leukemia remains uninvestigated, and its molecular targets and mechanisms of action in this context have yet to be elucidated.

In this study, we utilized network pharmacology, a systems biology approach that combines computational predictions with experimental validation 31, to investigate the antileukemic potential of periplocin. By identifying drug targets and mapping multi-target, multi-pathway interactions, network pharmacology offers a powerful framework for dissecting the mechanisms of action in complex diseases like leukemia. Our findings reveal that periplocin exerts significant antileukemic effects, particularly in AML, with HDAC10 emerging as a key molecular target identified through network pharmacology analysis.

Molecular docking serves as a critical tool for investigating ligand-protein interactions and pinpointing therapeutic targets with high precision 32-33. Leveraging advancements in protein structure prediction, particularly AlphaFold3, we accurately modeled the three-dimensional structure of HDAC10. This structure was integrated with Schrödinger's docking tools to simulate the binding dynamics of periplocin to HDAC10's active hydrophobic pocket. The results shed light on the molecular basis of periplocin's selective targeting of HDAC10, offering mechanistic insights into its epigenetic modulation in AML. Furthermore, these findings provide a scientific framework for future HDAC10-targeted drug development.

## 2. Methods and Materials

### 2.1 Cell culture

Human monocytic AML cells (THP-1) were generously provided by the He Lab. THP-1 and K562 cells (ATCC, CCL-243) were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Corning, 10-040-CV) supplemented with 10% fetal bovine serum (FBS, ExCell Bio, FNA500). Cells were maintained at 37°C in a humidified atmosphere containing 5% CO₂ under normoxic conditions.

### 2.2 CCK-8 assay for cell proliferation and determination of periplocin IC50

Cell proliferation was assessed with the Cell Counting Kit-8 (CCK-8) assay following the manufacturer's instructions. Cells were seeded in 96-well plates at 5000 cells per well and incubated overnight at 37°C with 5% CO₂. To determine the half-maximal inhibitory concentration (IC_50_), cells were exposed to various concentrations of Periplocin (MCE, HY-N1381). After 48 or 72 hours, 10 µL of CCK-8 reagent was added to each well, and the plates were incubated for 2 hours at 37°C. The absorbance was measured at 450 nm using a microplate reader. IC_50_ values, defined as the Periplocin concentration that inhibits 50% of cell viability, were calculated through nonlinear regression analysis. All experiments were conducted in triplicate, with results expressed as mean ± standard deviation.

### 2.3 Annexin V/PI flow cytometry for apoptosis detection

Apoptosis analysis was performed using the Annexin V-FITC/PI apoptosis detection kit (Elabscience, E-CK-A217) according to the provided instructions. After treatment, cells were collected, rinsed twice with chilled phosphate-buffered saline (PBS), and resuspended in 1× binding buffer at a final concentration of 5 × 10⁵ cells/mL. Subsequently, 2.5 µL of Annexin V-FITC and 2.5 µL of propidium iodide (PI) solution were added to 100 µL of the cell suspension. The mixture was gently vortexed and incubated in the dark at room temperature for 20 minutes. After staining, cells were analyzed using flow cytometry (BD FACSCanto II) within one hour. Data acquisition and analysis were performed using Flowjo_v10.8.1.

### 2.4 BrdU incorporation assay for cell proliferation

Cell proliferation was evaluated using the BrdU incorporation assay with anti-BrdU antibodies (BioLegend,364113) and 7-AAD (Biolegend,420403) for total DNA staining. Cells were incubated with 10 µM BrdU (BioLegend,423401) for 1 hour before harvesting. Following incubation, cells were fixed and permeabilized using Cyto-Fast™ Fix/Perm Buffer Set (Biolegend,426803) according to the manufacturer's instructions. Cells were then incubated with an anti-BrdU antibody (BioLegend, 364113) in the dark for 30 minutes at room temperature. After washing, cells were resuspended in staining buffer containing 7-AAD for DNA content analysis. Samples were analyzed by flow cytometry, with BrdU-positive cells indicating proliferative activity and 7-AAD providing total DNA content information. Data were analyzed using appropriate software to assess cell cycle distribution and proliferation status.

### 2.5 Total RNA extraction and quantitative PCR (qPCR)

K562 and THP-1 cells from both experimental (treated with 100 nM periplocin) and control (treated with DMSO) groups were collected after 72 hours of treatment. The cells were washed once with pre-chilled PBS and centrifuged at 300 g for 5 minutes at 4°C to remove residual medium. Subsequently, 1 mL of TRIzol reagent (Thermo Fisher Scientific,15596018CN) was added per 1 million cells for cell lysis, and total RNA was extracted following the manufacturer's protocol.

For cDNA synthesis, 1 µg of total RNA from each sample was reverse-transcribed using a commercially available reverse transcription kit (Vazyme, R312-01), according to the kit instructions. Real-time quantitative PCR (qPCR) was performed using SYBR Green PCR Master Mix (Vazyme, Q711-02-AA) on a qPCR system. Human GAPDH was used as the internal control to normalize RNA input. Each qPCR reaction was conducted in a total volume of 10 µL as recommended by the manufacturer.

Primer sequences used for qPCR are as follows: HDAC10 forward primer: ATCTCTTTGAGGATGACCCCAG; HDAC10 reverse primer: ACTGCGTCTGCATCTGACTCTC.

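HDAC10 (ENSG00000100429) lies on chromosome 22 of GRCh38 from 50245183 to 50251405, on the minus strand, and spans 6223 bp with 22 transcripts in GENCODE release 29. Its longest coding transcript, HDAC10-201, has 20 exons and encodes 669 amino acids, with the coding sequence between 50245510 and 50251032. The forward primer matches exon 6 of HDAC10-201 at 50249635 to 50249656, and the reverse primer matches exon 7 at 50249377 to 50249398. Both sites are coding and on either side of an intron. The forward primer sequence is found in 11 of the 22 annotated transcripts and the reverse primer sequence in 10, so the product does not measure every annotated form of the gene.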

GAPDH forward primer: TGCACCACCAACTGCTTAG; GAPDH reverse primer: AGTAGAGGCAGGGATGATGTTC. The relative gene expression levels were calculated using the 2^-ΔΔCt method, and all reactions were performed in triplicate to ensure reproducibility.

### 2.6 Protein extraction and western blot analysis

Cells were collected and rinsed twice with cold phosphate-buffered saline (PBS). The resulting cell pellets were centrifuged at 4 °C and then resuspended in pre-chilled lysis buffer (Affinibody, AIWB-012), followed by gentle pipetting to ensure thorough mixing. Samples were lysed on ice for 20 minutes until no visible cell pellet remained. The lysates were subjected to centrifugation at 10,000g for 10 minutes at 4°C, after which the supernatants were carefully transferred to fresh microcentrifuge tubes. Protein concentrations were measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225) following the provided protocol. Equal amounts of protein were mixed with 5X loading buffer and boiled for 10 minutes.

Proteins were separated on SDS-PAGE gels (ACE Biotechnology, ET12412Gel) and transferred onto nitrocellulose membranes (Bio-Rad, 1620112). The membranes were blocked and then incubated with primary antibodies against p65 (CST, 8242), phosphorylated p65 (p-p65) (UpingBio technology, YP-Ab-01272), HDAC10 (UpingBio technology, YP-Ab-01781), and β-actin (Proteintech, 66009-1-Ig). The membranes were washed and treated with the corresponding secondary antibodies (IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody, 926-68070; IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody, 926-32211). Protein bands were visualized using the Odyssey imaging system, and data were analyzed accordingly.

### 2.7 RNA sequencing analysis

K562 and THP-1 cells were treated with DMSO (control group) or 100 nM Periplocin (experimental group) for 72 hours. At the end of the 72-hour treatment period, cells were harvested and washed once with pre-chilled PBS (4 °C, 300 × g, 5 minutes) to remove any residual medium. Subsequently, each sample (1 × 10⁶ cells) was lysed in 1 mL of TRIzol reagent to ensure complete RNA extraction. The lysates were immediately stored at -80 °C for downstream RNA analysis. Each condition was analyzed using a single biological replicate. The RNA-seq data were used as an exploratory tool to identify potential signaling pathways, which were subsequently validated through independent experiments.

Total RNA was extracted and purified according to the TRIzol reagent manufacturer's instructions. The RNA purity and concentration were assessed using a spectrophotometer, and RNA integrity was evaluated using a Bioanalyzer. Samples with RNA integrity number (RIN) ≥7 were deemed suitable for RNA sequencing.

RNA sequencing was conducted by Gene Denovo Biotechnology Co. (Guangzhou, China). Library preparation was performed using poly-A tail enrichment to isolate mRNA, followed by the construction of paired-end sequencing libraries. Sequencing was performed on the T7 platform, generating 150 bp paired-end reads. Initial raw data underwent quality control using the company's standard pipeline to produce clean, high-quality reads for downstream bioinformatics analyses.

### 2.8 Construction of active compound-target network

Cytoscape is a powerful tool for visualizing network pharmacology and analyzing interactions. Utilizing Cytoscape 3.10.0, the active compounds of periplocin and their respective targets were imported, enabling the construction of a compound-target network specific to periplocin. This network consists of nodes representing either active compounds or their corresponding targets, with the connections between them depicted as edges. The network provides a comprehensive visualization of the interaction landscape of periplocin's active components and their associated targets.

### 2.9 Identification of predicted targets of leukemia

The potential targets associated with leukemia were identified using multiple databases, including Genecards (https://www.genecards.org/), DisGeNET (a comprehensive database of gene-disease associations), and OMIM (https://www.omim.org/). The keyword “leukemia” was used to search these databases, and relevant disease-related targets were extracted from each source. The targets obtained from Genecards and DisGeNET were filtered based on a relevance score threshold of 0.3 or above to ensure specificity. The results from all databases were merged, and duplicate entries were removed to create a non-redundant list of leukemia-related targets. These disease targets were subsequently integrated with periplocin's target network to identify overlapping nodes, representing potential therapeutic targets of periplocin in leukemia.

### 2.10 Identification of overlapping targets using a Venn diagram

To identify the common targets between periplocin and leukemia, the predicted targets of periplocin and the disease-related targets of leukemia were compared. The overlapping targets were visualized using a Venn diagram generated in R software (version 4.3.0) with the “VennDiagram” package. This approach allowed for a clear visualization of the unique and shared targets between the two datasets, facilitating further enrichment analysis.

### 2.11 Gene Ontology (GO) enrichment analysis

To uncover the biological significance of the overlapping targets, GO enrichment analysis was performed, focusing on three primary domains: biological processes (BP), cellular components (CC), and molecular functions (MF). The "clusterProfiler" package in R was employed for annotation, with a threshold of p < 0.05 to ensure statistical significance. Key enriched GO terms in each category were visualized using bar charts, highlighting the most relevant biological functions associated with the shared targets. This analysis provided insights into the molecular mechanisms underlying the targets' roles within the context of this study.

### 2.12 KEGG pathway enrichment analysis

To explore the potential pathways underlying the therapeutic effects of periplocin in leukemia, KEGG pathway enrichment analysis was performed. Using the “clusterProfiler” package in R, the overlapping targets were mapped to KEGG pathways, with pathways achieving a significance threshold of p < 0.05 considered enriched. The results were presented as bubble plots, where bubble size corresponded to the number of genes involved in each pathway, and color reflected the significance level (-log10(p-value)). This analysis revealed key signaling pathways potentially modulated by periplocin, providing valuable insights into its mechanism of action in leukemia.

### 2.13 Molecular docking

The HDAC10 protein structure was predicted using AlphaFold3. The obtained protein crystal structure was processed using the Protein Preparation Wizard module in the Schrödinger software. The preprocessing steps included assigning bond orders, optimizing H-bond assignments, regenerating states of native ligands, minimizing the protein energy, and removing water molecules. The 2D structure of periplocin in SDF format was processed using the LigPrep module in Schrödinger to generate its 3D conformations. The generated conformers were optimized for docking. Potential binding sites on the HDAC10 protein were predicted using the SiteMap module in Schrödinger. The best binding site was selected, and an enclosing box was generated around this site using the Receptor Grid Generation module. This step defined the active binding site of HDAC10 for subsequent docking. The processed ligand (periplocin) was docked into the identified active binding site of HDAC10 using the extra precision (XP) docking mode in Schrödinger's Glide module. Docking scores were calculated to evaluate the binding affinity, with lower docking scores indicating stronger and more stable interactions between the ligand and the protein. The binding affinity of the periplocin-HDAC10 complex was further refined using MM-GBSA (Molecular Mechanics-Generalized Born Surface Area) calculations. The ΔG binding energy (dG Bind) was computed to represent the free energy of binding. A lower ΔG value corresponds to a more stable ligand-protein interaction.

### 2.14 Plasmid construction and knockdown cell line construction

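The shRNA sequences against HDAC10 both match the coding sequence of HDAC10-201 on GRCh38. CAGGTGAACAGTGGTATAGCA spans the junction of exons 14 and 15, and its bases lie between 50246949 and 50247694 of chromosome 22 with the intron in between. CGGGTTCTGTGTGTTCAACAA lies within exon 5, at 50249908 to 50249928. Each sequence is found in 13 of the 22 HDAC10 transcripts annotated in GENCODE release 29.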

The plko.1 vector was used as the backbone for constructing human HDAC10 shRNA plasmids. The target sequences for human HDAC10 shRNA were as follows:

1. CAGGTGAACAGTGGTATAGCA

2. CGGGTTCTGTGTGTTCAACAA

Lentiviral particles encoding shRNA targeting HDAC10 were generated using a lentiviral packaging system according to standard protocols. K562 and THP-1 cells were infected with the lentiviral particles. After 48 hours, transduced cells were subjected to puromycin selection (2 μg/mL for K562; 1 μg/mL for THP-1) to establish stable HDAC10 knockdown cell lines. Knockdown efficiency was confirmed by western blot analysis.

## 3. Results

### 3.1 Periplocin induces cell cycle arrest and induction of apoptosis

Consistent with previous studies highlighting the anti-cancer potential of natural compounds, we investigated the effects of Periplocin, whose chemical structure is shown in **Figure 1A**. IC_50_ values determined from dose-response curves demonstrated that Periplocin exerts a concentration-dependent cytotoxic effect, with IC_50_ values of approximately 100 nM in K562 cells and 110 nM in THP-1 cells (**Figure 1B-C**). Proliferation assays further revealed that treatment with 50 nM and 100 nM Periplocin for 48 and 72 hours significantly reduced cell viability in both cell lines compared to controls, with reductions of up to 40-50% at 100 nM after 72 hours (**Figure 1D**, p < 0.0001). Flow cytometry analysis of Annexin V/PI staining showed that periplocin treatment (100 nM for 72 hours) significantly increased the proportion of apoptotic cells. Specifically, the percentage of early and late apoptotic cells increased from 9.92% to 42.9% in K562 cells and from 4.04% to 19.6% in THP-1 cells (**Figure 1E**). Additionally, periplocin induces a robust G0/G1 phase arrest and S phase reduction, which likely contributes to increase in apoptosis. The G0/G1 population increased from 29% to 48.5% in K562 cells, while the S phase decreased from 54.9% to 14.1%. Similarly, the G0/G1 phase increased from 28.5% to 38.3%, with a reduction in the S phase from 56.4% to 24.1% in THP-1 cells (**Figure 1F**). These findings collectively highlight the potential of Periplocin as a therapeutic agent targeting leukemia cell growth through apoptosis induction and cell cycle blockade.

### 3.2 Transcriptome profiling and pathway enrichment reveal mechanistic insights into periplocin's effects on leukemia cells

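K562 is a human line derived from chronic myeloid leukemia, and THP-1 is a human line derived from acute monocytic leukemia. Cells of each line were kept for 72 h in DMSO or in 100 nM periplocin, and poly-A RNA was sequenced as paired-end reads, with 1 library per condition and 4 libraries in all. The methods name the T7 platform, whereas the sample labels name an Illumina instrument. The titles in the labels call the controls blank, while the library names in the labels and the methods name DMSO. The authors deposited an expected count for each gene in each library, which is an estimate of the reads or fragments of that gene and need not be whole, without normalization. The paper's text does not name the aligner, the counting program or the genome build. The expected counts were rounded to whole numbers for the comparisons. Total counts were 16381172 in K562 DMSO, 16560554 in K562 periplocin, 20622719 in THP-1 DMSO and 17721504 in THP-1 periplocin. The table lists 20348 genes, of which 19738 (97.0%) are protein coding in GENCODE release 29 and 3151 had no count in any library.

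In each cell line the periplocin library was compared with the DMSO library by edgeR's exact binomial test after TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method. DEGs were genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, computed with edgeR's small default prior count. Because there is 1 library per condition, no spread between replicates can be estimated. Every p-value and standard error from these comparisons covers counting error only and compares those libraries, not the conditions, and no difference has a replicate check. A fold change against a library with 3 counts or fewer is given as a bound. For gene lists, the median log2 fold change was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, over genes with a mean of at least 1 CPM in that cell line. A list was read as set apart when its median lay outside the central 95% of those random lists, and this percentile describes these libraries and is not a p-value. The number of DEGs in a list was set against the same random lists. The lists were written from general knowledge and are not the gene sets behind the study's enrichment analyses.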

Transcriptome sequencing of K562 and THP-1 cells treated with Periplocin revealed significant transcriptional changes. Volcano plots of differentially expressed genes (DEGs) in K562 and THP-1 cells show distinct patterns of gene upregulation and downregulation (**Figure 2A-B**). 

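Of 15919 genes with counts in K562, 2908 were DEGs, with 1302 higher and 1606 lower in periplocin. In THP-1, 2890 of 16020 genes were DEGs, with 1326 higher and 1564 lower. These numbers rest on counting error alone. With an assumed dispersion between replicates of 0.16, the setting that moved them most, 100 genes in K562 and 88 in THP-1 passed the same thresholds. Among DEGs with a mean of at least 10 CPM, the largest rises in K562 were in EPB42, from 24 to 1374 counts (log2 fold change 5.80, standard error 0.30), and AQP1, from 80 to 2911 counts, followed by ACSS1, ESPN and CA1. The largest falls in K562 were in KLHDC7B, from 906 to 3 counts, and in TMEM154, ANXA3, TM6SF1 and INHBE. In THP-1 the largest rises were in CD86, from 8 to 416 counts (log2 fold change 5.91, standard error 0.51), CD14, from 8 to 382 counts, and CCL2, from 8 to 349 counts, followed by GPNMB and C3AR1. The largest falls in THP-1 were in TERT, from 530 to 5 counts (log2 fold change -6.46, standard error 0.64), and in SIGLEC6, SERPINB2, PPP1R27 and MS4A3. For CD86 in THP-1 the adjusted p was 3.2e-125 in the exact binomial test.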

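In these libraries, 829 genes were DEGs in both cell lines, 2079 in K562 only and 2061 in THP-1 only. Among the 14742 genes with counts in both comparisons, random lists matched on expression gave an overlap of 621 genes on average, between 585 and 657 in 95% of 10000 draws, so the observed overlap lay above every draw. Of the 829 genes, 265 were higher in both lines, 365 were lower in both and 199 moved in opposite directions. Thus 630 of the 829 moved in the same direction, where independent directions would give 50.6% of them. Ranked by the smaller of the changes in the lines, among genes with a mean of at least 10 CPM in each, the largest shared rises were in SERPINI1, BCL6, METTL7A, H2AC18 and TP53INP2. By the same ranking the largest shared falls were in MS4A3, BCL2, PLEKHG4, GALK1 and PPDPF. BCL2 fell from 659 to 128 counts in K562 and from 7520 to 1756 in THP-1.

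Across 10780 genes with a mean of at least 1 CPM in each line, the log2 fold changes in K562 and THP-1 had a Pearson correlation of 0.273 and a Spearman correlation of 0.312, and 61.7% of genes had the same sign. Genes are not independent replicates, so no p-value is given. Without the expression filter the Pearson correlation was 0.143. A single fit over the 4 libraries, with cell line and treatment as terms and edgeR's quasi-likelihood test, takes the disagreement between the lines as its error. In this fit 0 of 13584 genes passed an adjusted p of 0.05, and 1503 had an unadjusted p under 0.05. DESeq2 with the same terms gave 126 genes, of which 73 were higher and 53 lower.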

Venn diagram analysis demonstrated 782 shared DEGs between K562 and THP-1 cells, with 2048 and 2009 unique DEGs specific to K562 and THP-1 cells, respectively, indicating both common and cell line-specific responses to Periplocin treatment (**Figure 2C**). Pathway enrichment using Disease Ontology (DO) terms highlighted associations with hematopoietic system diseases, neuroblastoma, ovarian cancer, and other cancer-related pathways, suggesting Periplocin's broad regulatory effects on cancer-related pathways (**Figure 2D**). Reactome pathway analysis further underscored the involvement of epigenetic regulation and chromatin remodeling processes, providing insights into Periplocin's role as a modulator of leukemia cell epigenetic landscapes (**Figure 2E**).

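Replication-dependent histone genes were higher in periplocin in both lines. In K562, 34 of the 35 that were expressed were higher, 33 of them as DEGs, more than in any of the random lists, with a median log2 fold change of 2.05. In THP-1 all 12 expressed histone genes were higher, 11 of them as DEGs against 4.52 on average, with a median of 1.82. Both medians lay above all 10000 matched random lists. H2AC18 rose from 186 to 1074 counts in K562 (log2 fold change 2.50, standard error 0.11) and from 88 to 341 in THP-1 (2.18, standard error 0.17). In K562, H2AC6 rose from 995 to 4201 counts and H2BC21 from 343 to 1615. Many of these genes have near-identical copies between which counted reads could be split, so single histone genes are less certain than the list, and poly-A libraries capture only the part of their transcripts that carries a tail. The median log2 fold change of the 11 HDAC genes did not stand apart from random lists, at 0.09 in K562 (percentile 61.0) and 0.12 in THP-1 (percentile 62.8). HDAC5, from 1155 to 2530 counts, HDAC11, from 152 to 326, and HDAC7, from 2223 to 1076, were among 4 HDAC DEGs in K562. Of these 4, 2 were higher and 2 lower, where random lists gave 1.71 DEGs on average. None of the 11 was a DEG in THP-1, where random lists gave 1.48. Whether the lines differ in the HDAC genes was not tested.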

Gene ontology (GO) enrichment analysis was further performed to classify the DEGs according to their biological roles. The GO analysis results for Biological Process (BP) revealed significant enrichment in pathways related to angiogenesis, mitochondrial depolarization regulation, and cellular responses to bacterial lipoprotein (**Figure 3A**). 

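A list of angiogenesis regulators had medians of opposite sign in the 2 lines, over partly different genes. In K562 the median log2 fold change over 34 expressed genes was -0.42 (percentile 1.12), and 9 of its 15 DEGs (9.00 on average in random lists) were lower, among them VEGFA, from 10371 to 3068 counts (-1.78, standard error 0.03), and NOTCH1, from 1449 to 322. In THP-1 the median over 44 genes was 0.68 (percentile 100), and 20 of 22 DEGs (9.77 on average) were higher, among them ADAMTS1, from 452 to 1887 counts, and NRP1, from 98 to 325. ADAMTS1 and NRP1 were at or under 3 counts in both K562 libraries, and the list was not compared over genes expressed in both lines. With all genes with counts in place of those at 1 CPM, the K562 median was -0.02 and within the random lists. Genes of the response to bacterial lipopeptides, made up of TLR1, TLR2, TLR6, CD14, CD36, MYD88, TIRAP and LY96, were higher in THP-1, with a median log2 fold change of 1.97 over 7 expressed genes (percentile 100). There TLR6 rose from 135 to 452 counts, TLR1 from 85 to 333, CD36 from 616 to 2162 and MYD88 from 862 to 1866. In K562 the median was 0.60 over 6 genes (percentile 95.5), but -0.77 over the 4 of them with at least 5 CPM. CD14 in K562, at 1 and 69 counts, rose at least 22.6-fold, while TLR6 fell from 241 to 71 counts.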

Molecular Function (MF) analysis highlighted terms such as structural constituent of chromatin and receptor binding (**Figure 3B**), while Cellular Component (CC) analysis emphasized extracellular vesicles, exosomes, and other membrane-bounded organelles (**Figure 3C**). 

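Summed over the 69 replication-dependent histone genes in the table, which sets aside how reads were divided between copies, the counts rose from 7969 to 28053 in K562, a log2 ratio of 1.79 after TMM scaling. In THP-1 the sum was smaller and rose from 595 to 1816, a log2 ratio of 1.84. The cellular component terms were not analysed here.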

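Among surface antigens and receptors of hematopoietic cells, 33 genes were expressed in K562 and had a median log2 fold change of 0.44 (percentile 99.7), with 14 DEGs higher and 9 lower against 11.2 DEGs on average in random lists. CD59 rose from 2822 to 9320 counts, GP1BB from 1193 to 4106 and CD24 from 43 to 565. In THP-1, 41 genes were expressed and had a median of 0.55 (percentile 100), with 18 DEGs higher and 6 lower against 9.37 on average. ITGA6 rose from 168 to 395 counts, CSF2RA rose from 345 to 802, and CD38 fell from 1816 to 252 (-2.62, standard error 0.10). Restricted to genes of at least 5 CPM, the THP-1 median was 0.22, within the random lists.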

Pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) highlighted pathways including hematopoietic cell lineage and various metabolic and signaling processes relevant to cancer (**Figure 3D**). These comprehensive analyses suggest that Periplocin exerts multifaceted effects on leukemia cells by modulating critical cellular pathways and processes.

### 3.3 Mitochondrial pathway analysis highlights metabolic alterations induced by periplocin treatment

Cell metabolism is critical for tumor survival, as reflected in our sequencing data. Analysis of mitochondria-related pathways revealed significant enrichment in metabolic pathways (**Figure 3E**). 

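Of the GABA genes, ABAT rose alike in both lines, from 77 to 301 counts in K562 (log2 fold change 1.94, standard error 0.18) and from 143 to 467 in THP-1 (1.94, standard error 0.14). GLUL and ALDH9A1 changed by less than 2-fold. GAD1 went from 309 to 86 counts in K562 and had 1 count in each THP-1 library, and ALDH5A1 went from 525 to 182 in THP-1, while in K562 its change from 518 to 473 was within counting error (adjusted p = 0.133, exact binomial test). The median of the list was -0.30 in K562 (percentile 26.5) and 0.03 in THP-1 (percentile 49.8), and each line had 2 DEGs in it, where random lists gave 1.07 in K562 and 0.409 in THP-1.

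Gluconeogenesis genes fell in THP-1, with a median log2 fold change of -1.12 over 4 expressed genes (percentile 1.16). There FBP1 went from 303 to 92 counts, PC from 121 to 48, G6PC3 from 604 to 255 and PCK2 from 1220 to 473. In K562 they moved both ways and the median was 0.26 (percentile 79.4). PCK2 fell from 3318 to 839 counts and PC rose from 479 to 1322, while PCK1 rose from 3 to 139 counts. Without PCK1, which falls below 5 CPM, the K562 median over 3 genes was -0.92 (percentile 1.79), outside the random lists and in the direction of THP-1. That median is the value of G6PC3, from 514 to 277 counts and not a DEG, which lies between the fall of PCK2 and the rise of PC. For cardiolipin synthesis the median was -0.19 in K562 (percentile 31.2) and -0.28 in THP-1 (percentile 22.7). None of its 8 genes was a DEG in K562, and in THP-1 TAMM41 fell from 64 to 16 counts and CDS1 rose from 137 to 284. Detoxification genes were not analysed here.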

Bubble plots also highlighted notable differences in pathways such as detoxification, GABA metabolism, gluconeogenesis, and cardiolipin synthesis. Additionally, other mitochondria-associated pathways, such as small molecule transport, were significantly enriched, particularly involving the SLC25A family (**Figure 3F**). 

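In THP-1, 26 of 38 expressed SLC25A genes were lower in periplocin, and the median log2 fold change was -0.38 (percentile 0.37). The 8 DEGs among them, where random lists gave 6.64 on average, included SLC25A10, from 727 to 137 counts (-2.18, standard error 0.13), SLC25A15, from 739 to 215, and SLC25A1, from 1899 to 661. In K562 the median over 40 genes was -0.14 (percentile 14.6), which does not stand apart from random lists, and the 7 DEGs compared with 7.41 on average. SLC25A15 also fell there, from 558 to 169 counts, and SLC25A10 from 379 to 160, while SLC25A20 rose from 335 to 741. The difference between the lines was not tested. The sideroflexins SFXN2 and SFXN4 fell in both lines. SFXN2 went from 99 to 44 counts in K562 and from 240 to 29 in THP-1, and SFXN4 from 595 to 296 and from 427 to 121. SFXN1, SFXN3 and SFXN5 were not DEGs, and the median of the 5 sideroflexins was 0.18 in K562 (percentile 74.2) and -0.19 in THP-1 (percentile 35.4).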

Taken together, these findings suggest that periplocin may exert its antitumor effects, to some extent, by influencing tumor cell metabolism.

### 3.4 Network pharmacology analysis highlights common targets and pathway enrichment for periplocin in leukemia

To better understand the connection between Periplocin and leukemia, we employed a network pharmacology approach to identify overlapping targets. This analysis revealed 8 shared genes between Periplocin's predicted targets and leukemia-associated genes (**Figure 4A-C**). GO and KEGG enrichment analyses of these common targets indicated significant involvement in cancer-related pathways. Notably, histone acetylation-related pathways were enriched in the molecular function category of the GO analysis, closely aligning with the earlier transcriptomic findings (**Figure 4D-E**). This evidence implies that Periplocin's therapeutic effects may be mediated through modulation of pathways associated with epigenetic regulation that critical to tumor progression.

### 3.5 Identification and validation of core targets of periplocin in leukemia using PPI network and clinical data analysis

To identify the target molecules of Periplocin among the overlapping genes, we constructed a PPI network (**Figure 5A**) and a Periplocin-leukemia shared target network (**Figure 5B**). Notably, histone deacetylation-related molecules, such as HDAC2, HDAC6, and HDAC10, accounted for a significant proportion within these networks. Transcriptome sequencing data were analyzed for differentially expressed genes. 

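The 8 overlapping genes were HDAC2, HDAC6, HDAC10, TOP2A, PDGFRB, STAT3, CNR2 and NTRK3. HDAC10 went from 408 to 368 counts in K562, a log2 fold change of -0.18 (standard error 0.10, adjusted p = 0.141, exact binomial test), which is within counting error. In THP-1 it went from 801 to 414 counts, a log2 fold change of -0.72 (standard error 0.09, adjusted p = 1.8e-16, exact binomial test). HDAC10 was below the threshold of a 2-fold change in both lines. If a dispersion of 0.04 between replicates is assumed, the adjusted p in THP-1 becomes 0.344. Whether the change in HDAC10 differs between the lines was not tested. MAPK12 overlaps HDAC10 on the same strand, so reads of the shared stretch could have been counted for either gene. MAPK12, which was chosen after its values were seen, fell from 460 to 205 counts in K562 and from 384 to 118 in THP-1.

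STAT3 fell in K562 from 4810 to 3476 counts (-0.50, standard error 0.03) and rose in THP-1 from 2434 to 3838 (0.89, standard error 0.04). TOP2A rose in both lines, from 10545 to 19685 counts in K562 (0.87, standard error 0.02) and from 11924 to 14487 in THP-1 (0.51, standard error 0.02). HDAC2 and HDAC6 changed by less, with log2 fold changes of 0.09 and -0.06 in K562 and 0.12 and -0.30 in THP-1. PDGFRB went from 31 counts to 1 in THP-1, at least 8.81-fold lower, and it was at or under 3 counts in both K562 libraries, as CNR2 and NTRK3 were in all 4 libraries. By log2 fold change, HDAC10 had the 2nd lowest value of the 5 genes that could be ranked in K562, after STAT3, and of the 6 in THP-1, after PDGFRB. By the p-value at a dispersion of 0, which depends on the number of counts as well as on the change, HDAC10 was 4th of 5 in K562 and 3rd of 6 in THP-1. When the CPM of both lines were added, HDAC10 in periplocin was 0.716 times its DMSO level, against 1.64 for TOP2A, 1.04 for STAT3, 1.08 for HDAC2 and 0.916 for HDAC6. PDGFRB was lower than HDAC10 in this sum, at no more than 0.225 times its DMSO level with its periplocin counts at the floor, so HDAC10 ranked 2nd of 6.

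**Figure D1:**
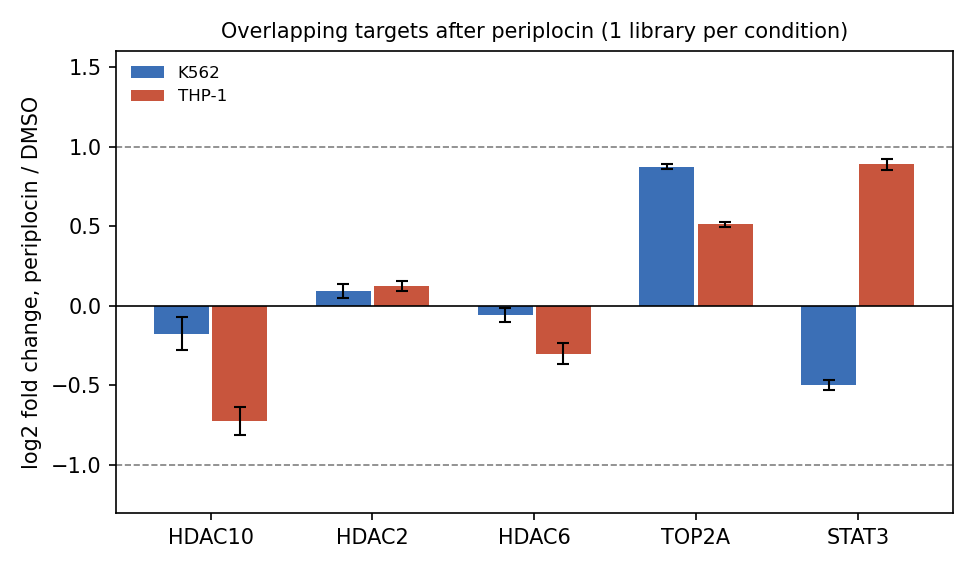
Log2 fold change of 5 overlapping targets in periplocin against DMSO, by cell line. Bars are single comparisons of 1 library with 1 library, error bars are the standard error from counting alone, and dashed lines mark log2 fold changes of -1 and 1, which no bar reaches. HDAC10 stands at -0.18 in K562 and -0.72 in THP-1.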

Among the overlapping genes, HDAC10 emerged as the most significant, showing marked downregulation in response to Periplocin treatment (**Figure 5C**). Given this observation, we further investigated the clinical relevance of HDAC10 using prognosis data from the TCGA database. The analysis revealed that high HDAC10 expression is significantly associated with poorer patient outcomes (p = 0.0093), underscoring its potential role in promoting tumor progression and its value as a therapeutic target (**Figure 5D**). To evaluate the safety profile of targeting HDAC10 in disease treatment, we analyzed its expression using the BloodSpot database (https://www.fobinf.com/) (**Supplementary Figure 1A**). The results revealed that HDAC10 expression in hematopoietic stem cells (HSCs) and early progenitor populations (e.g., GMP, CMP, MEP) is significantly lower than that observed in various acute myeloid leukemia subtypes.

To better understand the molecular basis of the interaction between Periplocin and HDAC10, molecular docking analysis was performed. The results demonstrated that Periplocin binds specifically to the active hydrophobic pocket of HDAC10, forming stable interactions, including hydrophobic binding with ALA629 and hydrogen bonds with critical residues such as LEU118, GLN123, GLU628, ASN626, ASP428, and MET1 (**Figure 5E**). Three-dimensional structural visualization confirmed that Periplocin fits securely within the active pocket, reinforcing the stability of these interactions (**Figure 5F**). The molecular docking results further suggest that Periplocin can directly interact with HDAC10. Combined with the above findings, this supports the accuracy of HDAC10 as a downstream target of Periplocin.

### 3.6 Periplocin induces apoptosis in leukemia cells by targeting HDAC10 and inhibiting the NF-κB pathway

To better understand the mechanism, we performed fundamental experiments to validate how Periplocin influences HDAC10 function and activity. In line with prior data analysis, quantitative PCR analysis showed a significant decrease in HDAC10 mRNA levels following Periplocin treatment, with a reduction of approximately 30-40% observed in both K562 and THP-1 cells compared to untreated control (**Figure 6A**). Western blot analysis confirmed a corresponding decrease in HDAC10 protein levels, underscoring a robust and consistent response across these two cell lines (**Figure 6B**). By validating HDAC10 expression at both the transcriptional and protein levels, we propose that HDAC10 is a key target through which Periplocin exerts its anti-leukemia effects. To verify the functional relevance of HDAC10 as a potential target, we generated two independent HDAC10 knockdown cell lines (KD1 and KD2) in both THP-1 and K562 cells. Western blot analysis confirmed effective silencing of HDAC10 expression in both cell lines (**Figure 6C**). Apoptosis was subsequently assessed by Annexin V/PI double staining and flow cytometry. Compared to the negative control group, HDAC10 knockdown led to a significant increase in apoptotic cells in both THP-1 (**Figure 6D**) and K562 (**Figure 6E**). This phenotype closely mirrors the pro-apoptotic effect observed following Periplocin treatment, suggesting that HDAC10 downregulation is a key mechanism contributing to Periplocin-induced apoptosis in leukemia cells.

Based on the RNA-seq results, we analyzed pathway enrichment in K562 and THP-1 cells separately to explore downstream pathways of HDAC10. Both cell lines showed distinct pathway profiles, with K562 significantly enriched in the NF-κB and PI3K-Akt pathways (**Figure 7A**), while THP-1 was enriched in the TNF signaling pathway (**Figure 7B**). This was particularly intriguing, as the TNF signaling pathway is well-documented to interact with NF-κB, a key regulator of apoptosis and inflammation. 

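A list of NF-κB pathway components had a median log2 fold change of -0.22 over 73 expressed genes in K562 (below percentile 2.5), with 9 DEGs higher and 15 lower, or 24 where random lists gave 15.4 on average. In THP-1 the median over 78 genes was 0.32 (percentile 99.98), with 13 DEGs higher and 4 lower, or 17 against 14.7. In K562, TNFRSF1A, the gene of TNFR1, fell from 853 to 97 counts (-3.16, standard error 0.15), TRADD from 258 to 106 (-1.31, standard error 0.17) and CFLAR from 4261 to 1337, while IL1R1 rose from 168 to 995. TNF itself went from 0 to 25 counts in K562, at least 8.18-fold higher, and from 239 to 506 in THP-1 (1.31, standard error 0.11). TNFRSF1B, the gene of TNFR2, rose in THP-1 from 904 to 1713 counts (1.15, standard error 0.06), where TNFRSF1A rose less, from 1375 to 1630 (0.48, standard error 0.05). NFKBIA, the gene of IκBα, rose in both lines, from 178 to 451 counts in K562 (1.31, standard error 0.13) and from 859 to 1115 in THP-1 (0.61, standard error 0.07). RELA, NFKB1, TRAF2, RIPK1 and HDAC3 had log2 fold changes between -0.22 and 0.26 in both lines. Genes of the PI3K-Akt pathway were not analysed here.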

To further investigate this interaction, we performed GSEA on THP-1 cells, which revealed Tumor necrosis factor-alpha (TNFA) signaling via NF-κB as a critical pathway (**Figure 7C**). These results point to NF-κB as a shared downstream mediator of Periplocin's effects, potentially linking its actions across different leukemia subtypes. 

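Of 169 TNFA and NF-κB response genes expressed in THP-1, 143 were higher and 26 lower in periplocin, with a median log2 fold change of 0.77 above all 10000 matched random lists. Among them 67 were higher DEGs and 8 lower, together 75 where random lists gave 33.8 on average. ICAM1 rose from 63 to 506 counts (3.23, standard error 0.19), DUSP4 from 59 to 363 and IFIT2 from 57 to 311, whereas SERPINB2 fell from 3652 to 145 (-4.42, standard error 0.12). Apoptosis genes in THP-1 had a median of 0.43 over 135 genes (percentile 100), with 35 DEGs higher and 13 lower, together 48 against 21.5. The list was not split into genes that promote and genes that oppose apoptosis, so its median gives no direction of apoptosis. BMF rose from 305 to 2774 counts (3.42, standard error 0.09) and HMOX1 from 40 to 344. From the enrichment in K562, the TNF signaling term in THP-1 and the GSEA, the paper proposes that NF-κB is a downstream mediator common to both leukemia lines, and it turned to p65 phosphorylation next.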

Western blot analysis showed a marked decrease in P-P65 levels in Periplocin-treated cells, whereas the phosphorylation level of AKT remained unchanged, suggesting inhibition of NF-κB activation (**Figure 7D**, **Supplementary Figure 1B**). To further clarify the relationship between Periplocin, HDAC10, and P-P65, we examined P-P65 expression in HDAC10 knockdown leukemia cell lines. Similar to the effect of Periplocin treatment, HDAC10 knockdown resulted in a significant reduction in P-P65 levels in both THP-1 and K562 cells (**Figure 7E**). These results indicate that Periplocin may induce apoptosis in leukemia cells partially through HDAC10 inhibition, which appears to be associated with downregulation of NF-κB activity.

## 4. Discussion

HDAC10, a member of the class IIb HDAC family, is crucial for regulating chromatin accessibility through its deacetylase activity, consistent with its pivotal role in chromatin remodeling and gene expression control 16. In our research, we first confirmed the tumor-suppressive effects of periplocin in myeloid leukemia that it can effectively induce apoptosis and cell cycle arrest, highlighting its therapeutic potential. Through transcriptomic sequencing and network pharmacology analyses, HDAC10 was identified as a key downstream target and our experiments further validated that periplocin significantly reduced HDAC10 expression levels (**Figures 6-7**). Taken together, these data suggest that periplocin exerts its antitumor effects, at least in part, by downregulating HDAC10.

HDAC10 plays a multifaceted role in cancer progression, contributing to drug resistance, cell cycle regulation, and immune evasion. For instance, Feng *et al.* demonstrated that HDAC10 deacetylates YAP1—a tumor suppressor protein in FLT3-ITD+ AML—resulting in its inactivation and promoting leukemia drug resistance 34. The HDAC inhibitor chidamide effectively reversed this resistance by restoring YAP1 activity. Similarly, in melanoma, HDAC10 inhibitors were shown to enhance tumor sensitivity to BRAF inhibitors by upregulating SPARC expression, a key factor in modulating the tumor microenvironment 35. In non-small cell lung cancer (NSCLC), HDAC10 was found to regulate the G2/M phase transition through cyclin A expression, underscoring its critical role in cell cycle control 36. Beyond its roles in tumor cell survival and proliferation, HDAC10 also contributes to immune evasion. For example, it modulates immune checkpoint molecules such as PD-L1, enabling tumor cells to evade immune surveillance 37. Furthermore, HDAC inhibitors have been reported to disrupt the tumor microenvironment by suppressing the activity and aggregation of myeloid-derived suppressor cells (MDSCs), thereby enhancing tumor-specific immune responses 38.

We hypothesize that Periplocin exerts its biological effects by specifically targeting the active site of HDAC10 through molecular docking analysis. Periplocin was found to form stable interactions within HDAC10's active pocket, including hydrophobic interactions with ALA629 and hydrogen bonds with residues such as LEU118, GLN123, GLU628, ASN626, ASP428, and MET1. These interactions not only anchor Periplocin within the active site of HDAC10 but also likely inhibit its catalytic activity, disrupting downstream epigenetic regulatory pathway, which may contribute to tumor suppression by halting cell growth and inducing apoptosis.

Notably, by binding to the highly conserved active hydrophobic pocket of HDAC10, periplocin could maintain a certain level of drug specificity and high binding affinity, which provide valuable structural insights into the design of HDAC10-specific therapies with potential applications in leukemia treatment.

One of the downstream pathways examined in our study is the NF-κB signaling pathway. While histones are the most well-characterized substrates of HDACs, increasing evidence reveals that HDACs also target non-histone proteins, expanding their regulatory roles. For instance, in the NF-κB pathway, acetylated RelA (p65) can be deacetylated by HDAC3, which facilitates its interaction with IκBα and subsequently terminates NF-κB signaling 16, 39-40. Based on our RNA-seq and pathway enrichment results, both K562 and THP-1 cells exhibited activation of the NF-κB signaling pathway following Periplocin treatment. However, the upstream regulatory mechanisms appear to differ between these leukemia subtypes. 

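The TNFA and NF-κB response list, which was higher in THP-1, was not higher in K562. There its median log2 fold change was -0.17 over 151 genes (percentile 3.55), with 66 genes higher and 85 lower, and 23 DEGs higher against 38 lower, together 61 where random lists gave 34.3 on average. With all genes with counts, its median was -0.03 (percentile 38.8). BCL6 (from 292 to 4440 counts) and ID2 (from 102 to 1327) rose in K562, while G0S2 fell from 479 to 24, PLAU from 321 to 38 and CCND1 from 1365 to 186. Apoptosis genes in K562 had a median of 0.01 over 120 genes (percentile 43.4), with 16 DEGs higher and 19 lower, together 35 against 21.5 on average. That median does not speak against apoptosis in K562, since the paper's Annexin V staining rose with periplocin in both lines. The difference between the lines in these lists was not tested. In the fit over both lines, with edgeR's quasi-likelihood test, NFKBIA had a log2 fold change of 0.95 (adjusted p = 0.419) and TNF one of 2.26 (adjusted p = 0.440). The size of the TNF value is uncertain, because TNF had 0 counts in K562 DMSO, and DESeq2 gave 3.01. In the same edgeR fit, TNFRSF1A (-1.29, adjusted p = 0.624) and TRADD (-0.81, adjusted p = 0.595) did not pass an adjusted p of 0.05 either, and HDAC10 had a log2 fold change of -0.45 (adjusted p = 0.651).

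**Figure D2:**
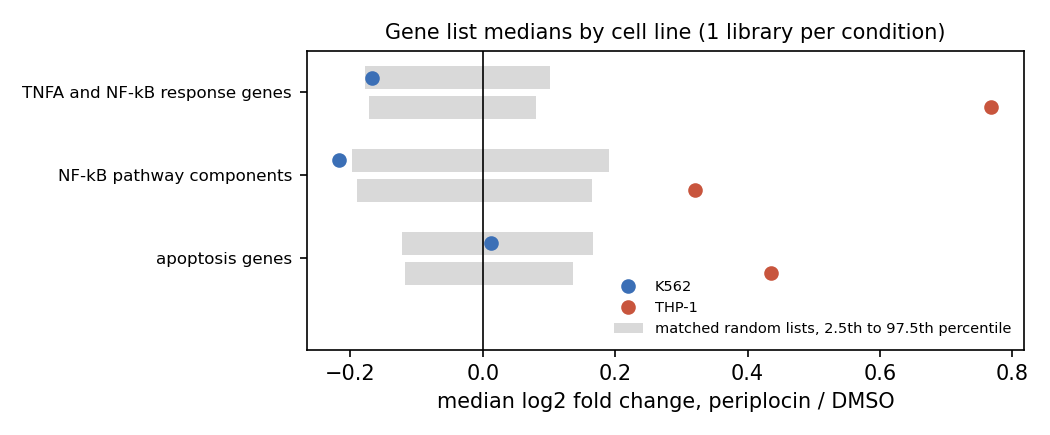
Median log2 fold change of 3 gene lists in periplocin against DMSO, by cell line. The lists share genes, among them ICAM1, CCND1 and CFLAR, so their points are not independent. Points are medians over the expressed genes of a list in a comparison of 1 library with 1 library, and grey bars span the central 95% of 10000 matched random lists. The THP-1 points, at 0.77, 0.32 and 0.43, lie to the right of their bars, and the K562 points, at -0.17, -0.22 and 0.01, lie inside or to the left.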

In THP-1 cells, KEGG and GSEA analyses suggest that TNFA may act as a key upstream regulator that mediates NF-κB activation.

TNFA is a well-characterized pro-inflammatory cytokine known to activate the NF-κB pathway through its interaction with TNF receptors (TNFR1 and TNFR2) 41. Upon binding to TNFR1, TNFA initiates a cascade involving adaptor proteins such as TRADD, TRAF2, and RIPK1, leading to the activation of the IκB kinase (IKK) complex 41-42. This, in turn, phosphorylates IκBα, resulting in its degradation and subsequent translocation of NF-κB (p65/p50) into the nucleus, where it regulates target gene expression involved in inflammation, proliferation, and apoptosis resistance 43.

These mechanisms are likely context-dependent and may vary across cell types and pathological conditions. In our study, treatment with Periplocin significantly reduced HDAC10 levels in both K562 and THP-1 cell lines, along with decreased expression of both total p65 and p-p65, suggesting a potential regulatory link between HDAC10 and NF-κB signaling. But the precise mechanism-whether through direct interaction with NF-κB components or via upstream kinases-requires further investigation.

## 5. Conclusion

Our study highlights the therapeutic potential of Periplocin in myeloid leukemia, where it effectively suppresses tumor growth by inducing apoptosis and enforcing cell cycle arrest. Through transcriptomic sequencing and network pharmacology analyses, we identified HDAC10 as a critical downstream target of Periplocin. The compound successfully reduced HDAC10 expression, leading to the inhibition of NF-κB pathway activity. These findings provide a solid foundation for exploring Periplocin as a novel HDAC-targeted agent, with promising applications in enhancing leukemia treatment strategies.

## Supplementary Material

Supplementary figure.

Supplementary table 1.

## Figures and Tables

**Figure 1:**
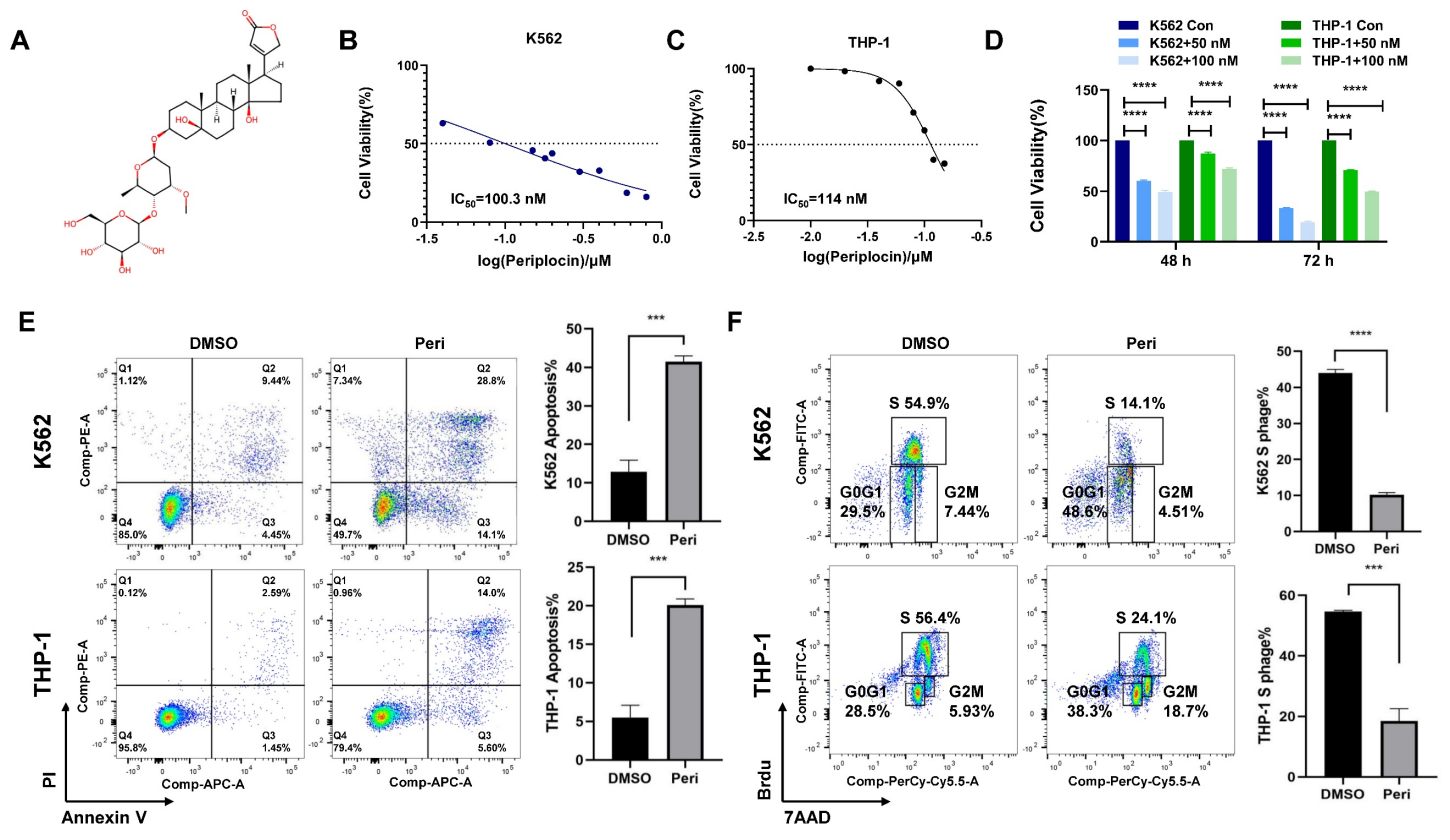
** Periplocin inhibits proliferation, induces apoptosis, and causes cell cycle arrest in leukemia cells.** (A) Chemical structure of periplocin. (B-C) IC₅₀ values of Periplocin in K562 and THP-1 cells were 100.3 nM and 114 nM, respectively. (D) Proliferation of K562 and THP-1 cells after 48 h and 72 h treatment with different concentrations of Periplocin. (E) Flow cytometry analysis of apoptosis in K562 and THP-1 cells treated with 100 nM Periplocin for 72 h. (F) Cell cycle changes in K562 and THP-1 cells treated with 100 nM Periplocin for 72 h. Data are presented as mean ± SD. ***p < 0.001; ****p < 0.0001.

**Figure 2:**
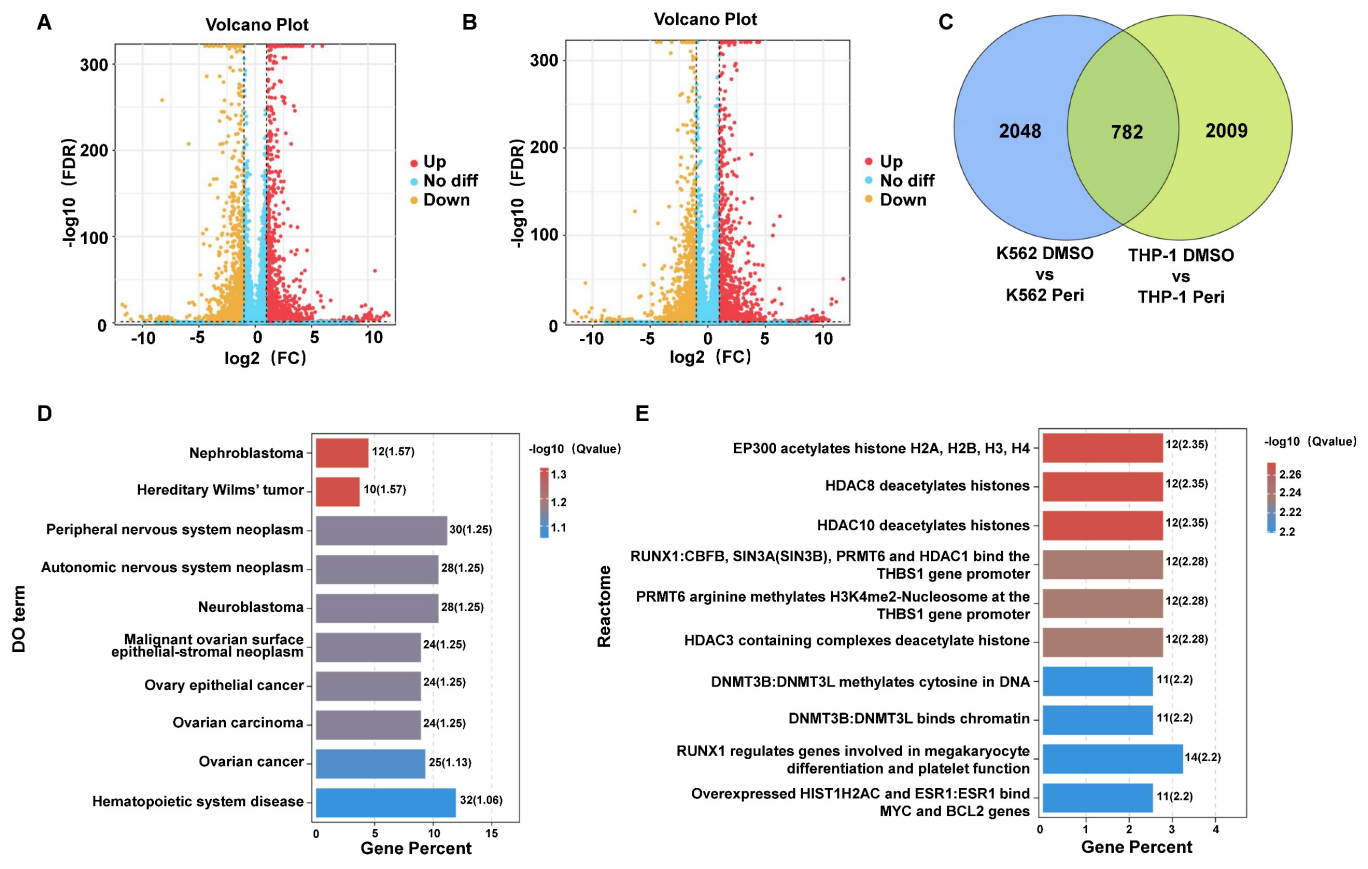
** Transcriptomic Analysis Reveals Differential Gene Expression and Pathway Enrichment in Periplocin-Treated Leukemia Cells.** (A-B) Differentially expressed genes identified through transcriptome sequencing in K562 cells (left panel) and THP-1 cells (right panel). (C) Venn diagram illustrating the intersection of differentially expressed genes between the two groups. (D) Bar plot showing pathway enrichment from DO (Disease Ontology) analysis of the identified genes. (E)Bar plot showing pathway enrichment from Reactome pathway analysis.

**Figure 3:**
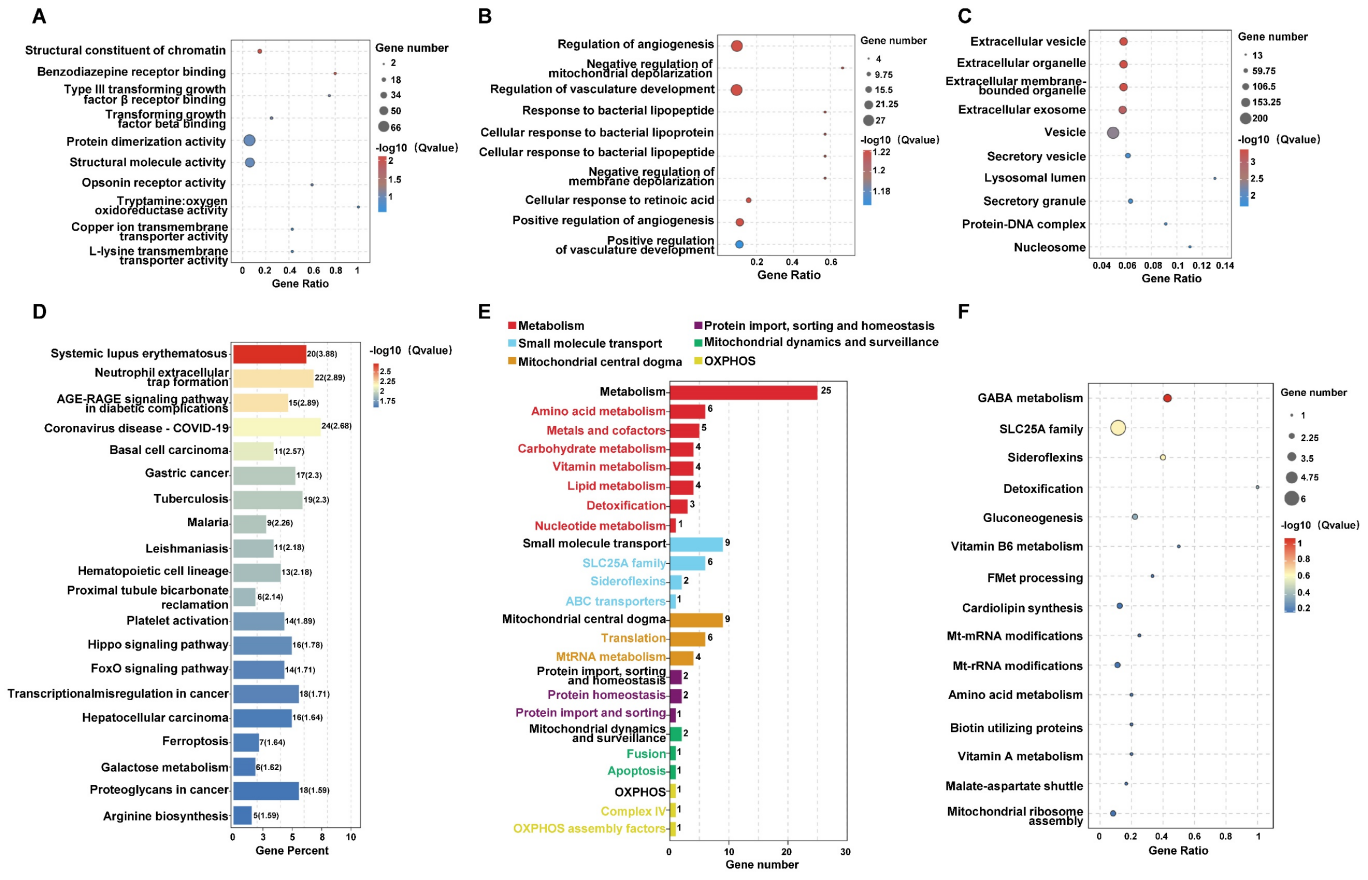
** Pathway and functional enrichment analysis of genes affected by periplocin in leukemia cells.** (A-C) Bubble plot depicting pathway enrichment from GO (Gene Ontology) analysis of the identified genes. (A) GO analysis results for Biological Process (BP) category. (B) GO analysis results for Molecular Function (MF) category. (C) GO analysis results for Cellular Component (CC) category. (D) Bar plot depicting pathway enrichment from KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis. (E) Mito-pathway bar plot showing the number of genes associated with various mitochondrial metabolic processes and functions, including metabolism, small molecule transport, mitochondrial central dogma, protein import, sorting and homeostasis, mitochondrial dynamics and surveillance, and OXPHOS (oxidative phosphorylation) assembly factors. The number of genes involved in each category is displayed beside the respective bar. (F) Bubble plot depicting pathway enrichment in mitochondrial pathways, including GABA metabolism, SLC25A family, sideroflexins, detoxification, and other metabolic processes. The size of each bubble corresponds to the number of genes, while the color gradient indicates the -log10 (q value) for the enrichment significance.

**Figure 4:**
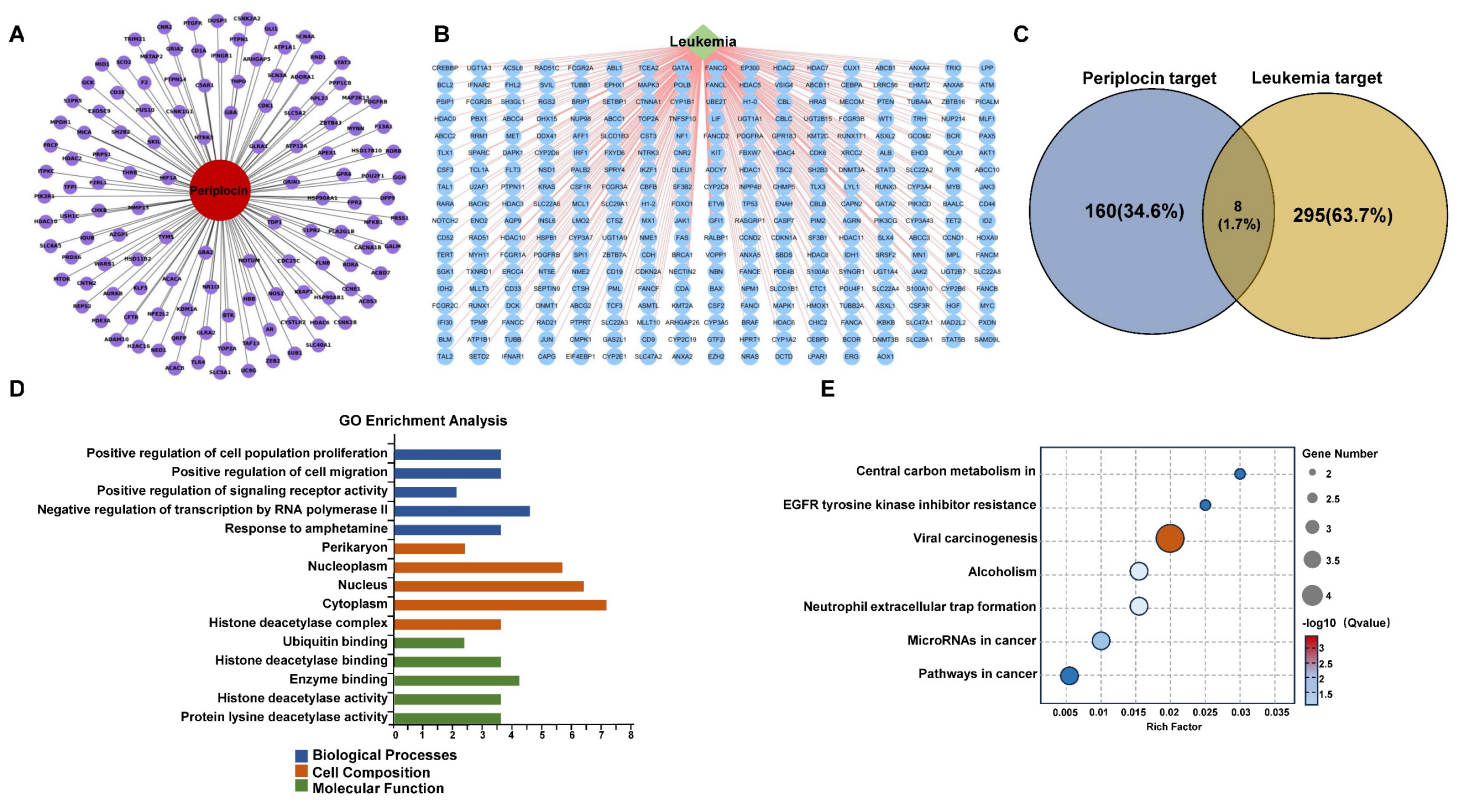
** Drug-target interaction network and functional enrichment analysis of periplocin in leukemia.** (A) Drug-target interaction network for Periplocin (nodes represent genes associated with the drug, and edges represent interactions between the drug and the targets). (B) Leukemia-related targets. (C) Venn diagram showing the intersection of Periplocin targets and leukemia-related targets. (D-E) GO pathway enrichment bar chart (D) and KEGG pathway enrichment bubble plot (E).

**Figure 5:**
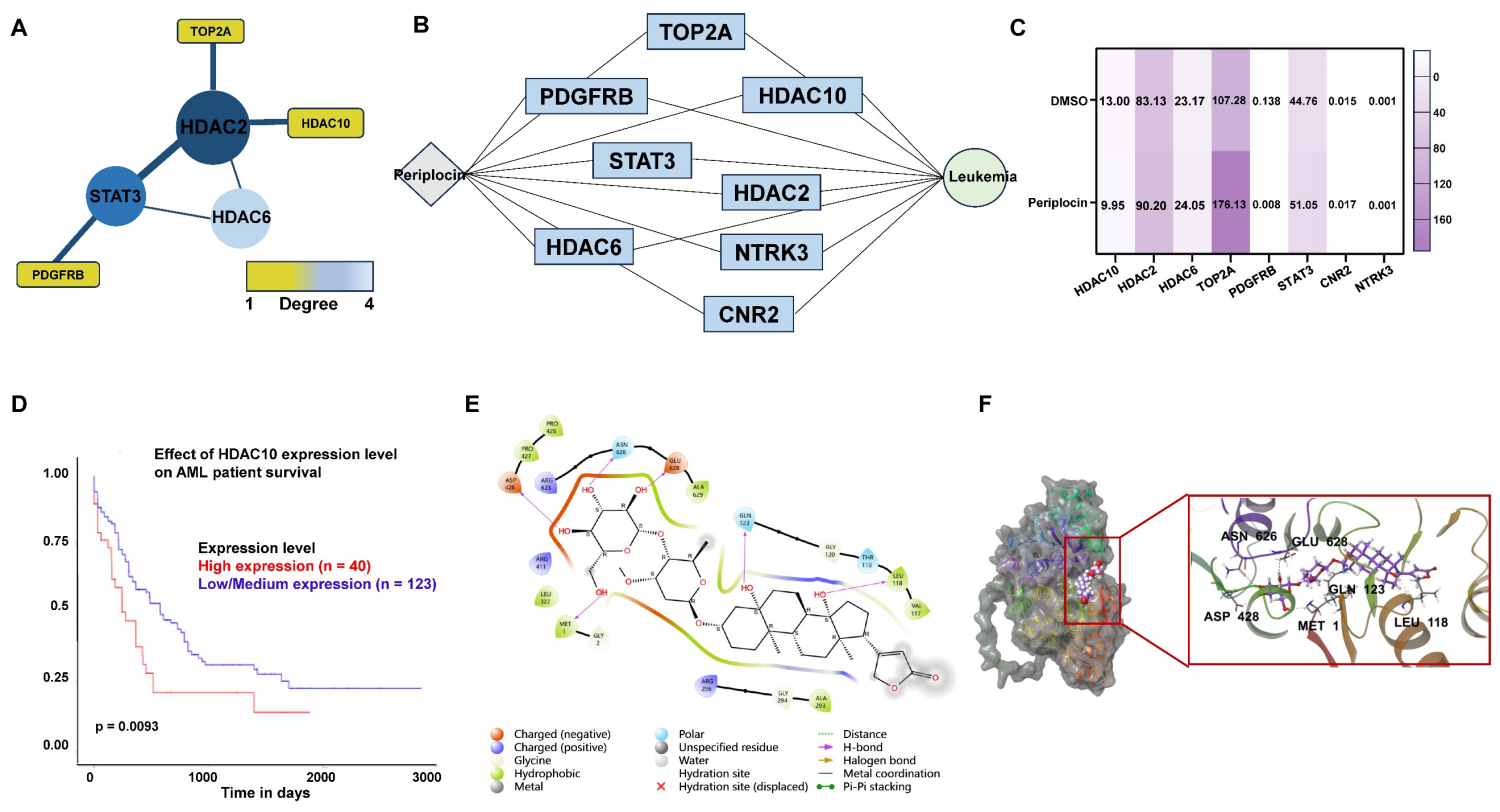
** Periplocin-target interaction network, hdac10 expression, and molecular docking in leukemia.** (A) Protein-protein interaction (PPI) network of intersecting genes targeted by periplocin and their relation to leukemia. (B) Interaction network depicting the relationship between periplocin, its targets, and leukemia-related factors. (C) Heatmap illustrating the expression levels of intersecting target genes from transcriptome sequencing data. (D) Kaplan-Meier (KM) survival curve showing the association between HDAC10 expression and prognosis in the TCGA database. (E-F) Molecular docking diagram showing the interaction between Periplocin and HDAC10, highlighting hydrophobic interactions with ALA629 and hydrogen bonds with residues LEU118, GLN123, GLU628, ASN626, ASP428, and MET1 in the active pocket of HDAC10.

**Figure 6:**
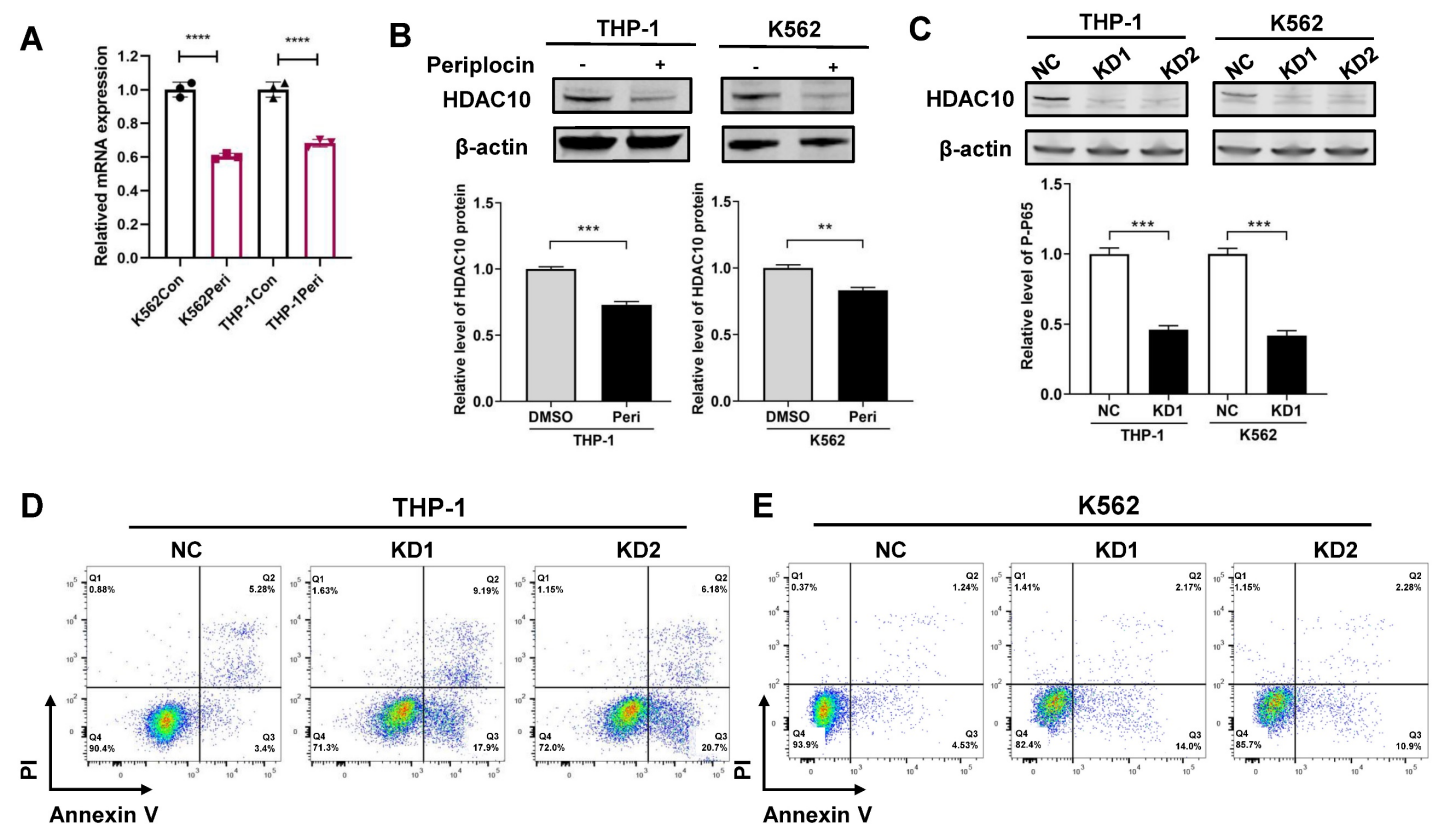
** Periplocin downregulates HDAC10 expression and promotes apoptosis in leukemia cells.** (A) Quantitative real-time PCR analysis of HDAC10 mRNA levels in K562 and THP-1 cells treated with DMSO (control) or Periplocin (Peri). (B) Western blot analysis of HDAC10 protein expression in K562 and THP-1 cells treated with DMSO or Periplocin. β-actin served as a loading control. Quantified protein levels are shown in the bar graphs. (C) Western blot validation of HDAC10 knockdown efficiency in two independent shRNA knockdown clones (KD1 and KD2) in K562 and THP-1 cells. β-actin was used as a loading control. Quantified protein levels are shown in the bar graphs. (D) Representative flow cytometry plots of Annexin V/PI staining in HDAC10 knockdown (KD1 and KD2) and negative control (NC) THP-1 cells. (E) Representative flow cytometry plots of Annexin V/PI staining in HDAC10 knockdown (KD1 and KD2) and negative control (NC) K562 cells. Data are presented as mean ± SD. **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 7:**
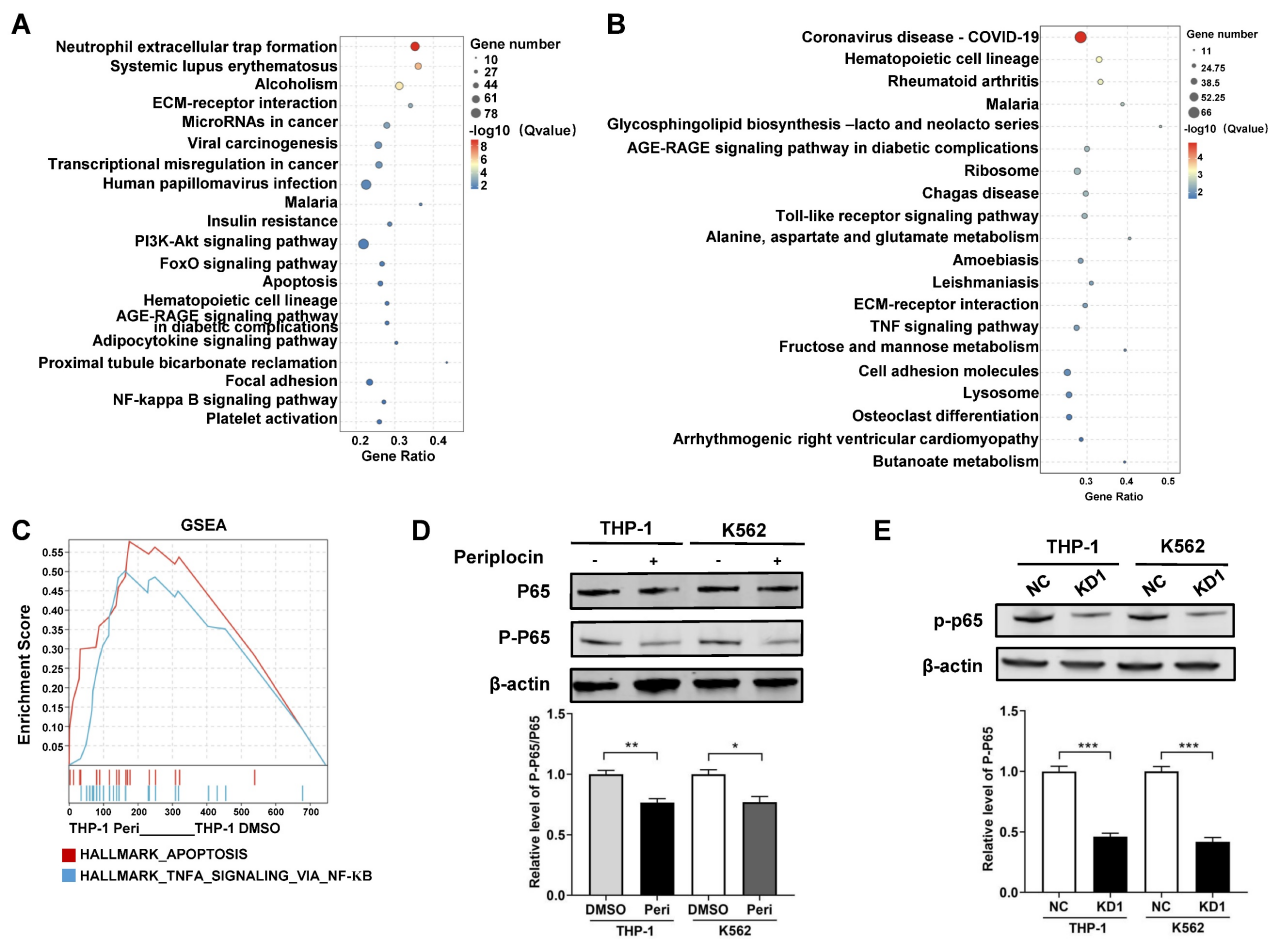
**Periplocin suppresses NF-κB signaling through inhibition of HDAC10.** (A-B) KEGG pathway enrichment analysis of DEGs between Periplocin-treated and DMSO-treated K562 (A) and THP-1 (B) cells. (C) GSEA enrichment analysis of Periplocin-treated THP-1 cells. (D) Western blot analysis of total p65 and phosphorylated p65 in THP-1 and K562 cells treated with DMSO or Periplocin. β-actin served as a loading control. (E) Western blot analysis of P-P65 expression in HDAC10 knockdown cells (KD1) and negative control (NC) in THP-1 and K562 cell lines. Data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

## Abbreviations

AML: Acute Myeloid Leukemia
HSCs: Hematopoietic Stem Cells
LSCs: Leukemia Stem Cells
m6A: N6-Methyladenosine
HDAC: Histone Deacetylase
HDACi: Histone Deacetylase Inhibitor
TNFA: Tumor Necrosis Factor Alpha
NF-κB: Nuclear Factor-kappa B
PI3K-AKT: Phosphoinositide 3-kinase/Protein Kinase B Pathway

# Supplementary material for: Periplocin Targets HDAC10 to Inhibit NF-κB Signaling and Induce Apoptosis in Myeloid Leukemia Cells
**Source:** J Cancer. 2025 Jun 23;16(9):2970–83. doi: 10.7150/jca.113591

**Supplementary Figure 1.** (A) HDAC10 expression across normal hematopoietic stem and progenitor cells (HSPCs) and various leukemia subtypes, based on BloodSpot database analysis. (B) WB analysis of phosphorylated Akt (p-Akt) levels in THP-1 and K562 cells following Periplocin treatment (100 nM, 72 h).

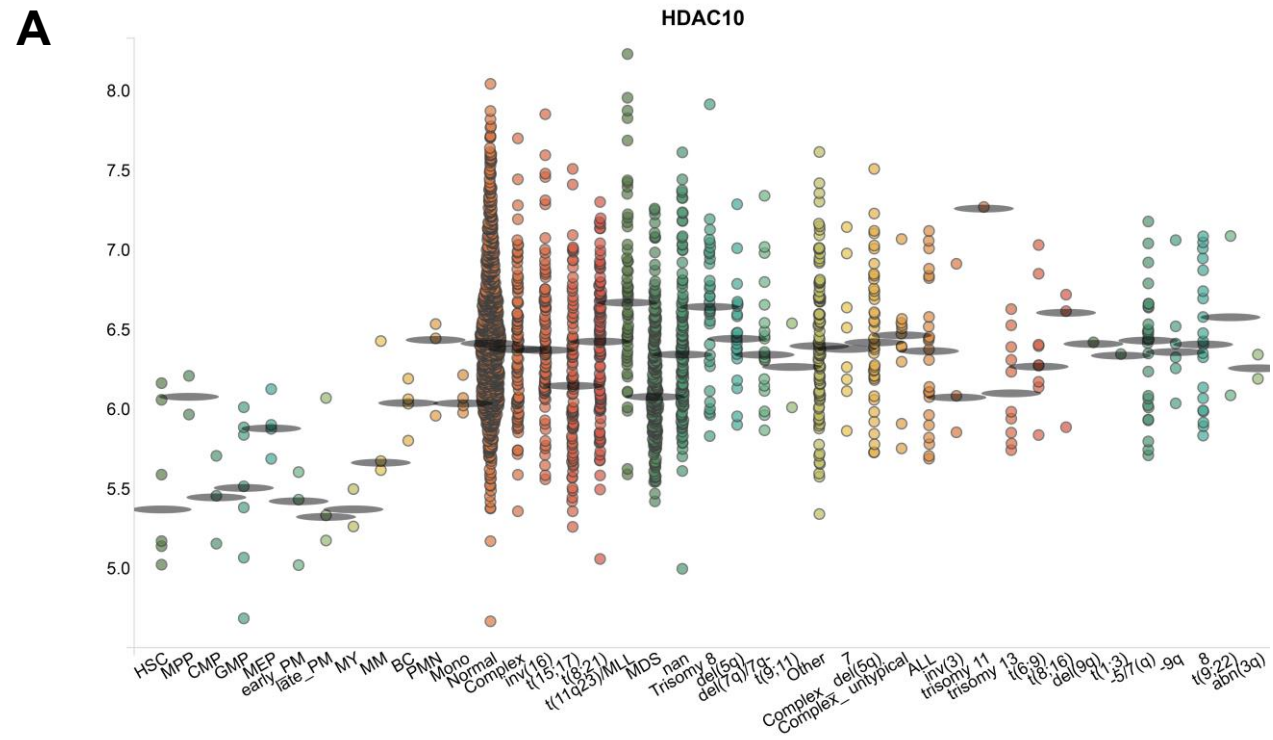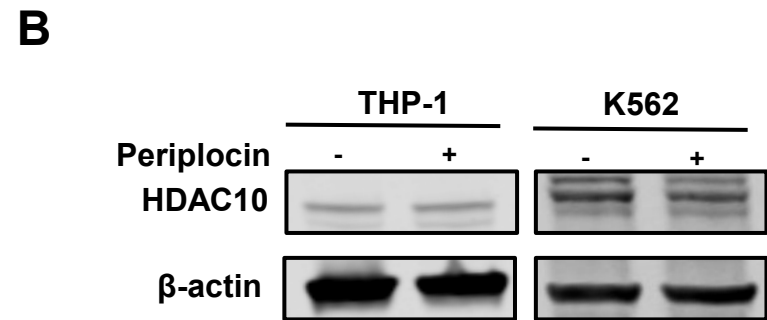

**Supplement:** Supplementary file 1 — Supplementary figure.

How the deposited data were processed for this re-analysis (not part of the article)

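RNA from K562 and THP-1 cells, human lines derived from chronic myeloid and acute monocytic leukemia, was sequenced after 72 h in DMSO or 100 nM periplocin. There were 4 libraries, 1 per condition, and the study states a single biological replicate. The authors prepared poly-A libraries and had paired-end reads filtered by the sequencing company, and they deposited one table with an expected count per gene and library, neither normalized nor pooled. Between 87.4% and 88.3% of these expected counts are whole numbers. The paper's text names no aligner, counting program, genome build or annotation. The gene identifiers are Ensembl ones, and 20118 of the 20348 genes were found by identifier in GENCODE release 29 on GRCh38, from which chromosomes, gene types, transcript lengths and GC content were taken. The deposited table has symbols for 20310 of its genes, it holds 0 columns that were not used, and it mostly lists protein-coding genes and 303 immunoglobulin and T cell receptor genes.

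Library totals, which set the precision, were between 16381172 and 20622719 counts. The share of counts on mitochondrially encoded genes was 5.62% in K562 DMSO, 2.07% in K562 periplocin, 5.24% in THP-1 DMSO and 3.93% in THP-1 periplocin. The expected counts were rounded to whole numbers. Within each cell line, edgeR 4.0.16 in R 4.3.3 gave TMM factors over the pair of libraries, and its exact binomial test was applied to the counts with the scaled library sizes. This is the exact test at a dispersion of 0. The routine that first adjusts counts to a common library size could not be run at that dispersion, so the binomial test was called directly. Genes with at least 1 count in the pair were tested, and p-values were adjusted by the Benjamini-Hochberg method at 0.05 with an absolute log2 fold change of at least 1. Counts estimated by a program that divides ambiguous reads are not independent single reads, so counting error is the least error these values can have. Standard errors were computed from the counts alone. A count of 3 or fewer was taken as the floor.

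The 4 libraries together were fitted with cell line and treatment as terms by edgeR's quasi-likelihood test, over 13584 genes with at least 10 counts in at least 2 libraries. This fit has 1 residual degree of freedom, and its error is how far the responses of the cell lines differ, with a common biological coefficient of variation of 0.317. DESeq2 1.42.0 with the same terms was the alternative, and 1844 genes for which it gave no adjusted p stayed out of its calls. Correlations were taken across genes with a mean of at least 1 CPM in each cell line.

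The gene lists numbered 21 and were written from general knowledge, since the study's KEGG, Reactome, Disease Ontology, GO and mitochondrial gene sets were not used here. The S phase and G2/M lists are those commonly distributed with single-cell software. A further pair of lists, 5′ TOP genes outside the ribosomal proteins and nuclear oxidative phosphorylation genes, were added after the first results but before their own values were computed, apart from 1 gene. Each list's median log2 fold change and number of DEGs were compared with 10000 random lists matched on mean expression in 20 bins. DEGs adjusted over the list alone had the same number as DEGs adjusted over all genes for 39 of 42 pairs of list and cell line, and differed by 1 in the rest. GC content and transcript length were checked by subtracting from each gene the median of genes in the same of 10 GC bins and 5 length bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for lists and figures.

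Genes named in the text are those the study names with its transcriptome or the NF-κB pathway, the 5 largest rises and 5 largest falls among DEGs with a mean of at least 10 CPM in each cell line and among DEGs shared in direction, every member of a list of 8 or fewer genes, and the 5 DEGs with the largest change in a longer list. MAPK12, BMP8B and PPCS fall outside this rule and were chosen after their values were seen. With genes at the floor set to their bound, each list's median stayed where it was.

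The tests of single genes were run first on simulated counts with the means and library sizes of these samples and 200 genes changed by known amounts. The comparison of 2 libraries recovered 198 of 200 changed genes with 1 other call in each cell line, over 15474 genes in K562 and 15661 in THP-1. The fit over 4 libraries recovered 199 of 200 with 13 other calls among 13584 genes. The simulated pairs had counting error only. The 4 simulated libraries had a dispersion of 0.01 and the same large changes in both lines. That is less spread than the biological coefficient of variation of 0.317 in the real fit. These recoveries therefore do not show how the tests perform at the spread of real replicates or of the real lines. The list test was run on simulated fold changes of independent genes, not on counts of these samples, and with fewer random lists. Of 200 simulated lists of 30 genes without a change, 9 were set apart, and of 200 lists shifted by a log2 change of 1, 164 were. Genes that move together were not simulated, so these numbers do not show how often such lists would be set apart.

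Alternatives were dispersions of 0.01, 0.04 and 0.16, DESeq2's size factors and total counts in place of TMM, filters at 10 counts, 1 CPM and 5 CPM, no filter, a prior count of 2 and an absolute log2 fold change of at least 2. Flow cytometry, quantitative PCR, western blots, docking and survival data were not analysed here.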

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

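The tests of scaling and of reads shared between globin copies, and the tests of GC content and transcript length for the mitochondrial, S phase and K562 monocyte genes, and the test against Figure 1F in THP-1, were chosen only after the results were seen. Every value here compares 1 library with 1 library, so variation between cultures stays open as an explanation throughout.

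NF-κB pathway components and angiogenesis regulators had medians of opposite sign in the cell lines, and the difference between the lines was not tested. The median log2 fold change of the NF-κB components was -0.217 in K562 and 0.320 in THP-1, and that of the angiogenesis regulators was -0.424 in K562 and 0.679 in THP-1. A scaling factor moves every gene of a comparison alike, so a scaling error would leave a list at the median of all genes, and this was the test of scaling for each pattern. Less that median, the K562 medians were -0.204 and -0.412, and those of THP-1 were above 0 and outside the random lists. After genes of like GC content and length were subtracted, the K562 medians were -0.218 and -0.384, still opposite to THP-1. Neither scaling nor GC content and length therefore accounts for the opposite signs as a whole. The lists were not compared over genes expressed in both lines, so the different genes behind each median stay open as an explanation. With all genes with counts included the K562 median of the angiogenesis list was -0.02, so that result rests on the expression filter. A response that depends on the cell line remains a hypothesis, and it was not tested.

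Erythroid genes rose in K562, in data the paper does not discuss. All 29 expressed genes of the list were higher, 25 of them as DEGs, and the median log2 fold change was 1.75. SLC4A1 went from 1257 to 22563 counts, HBZ from 2119 to 19908 and HBA2 from 1138 to 12070. In THP-1 only 8 of the 30 genes were expressed, with a median of -0.24 (percentile 21.4). K562 expresses many erythroid genes without treatment, and 4 of the 30 are also on other lists used here. Less the median of all genes the rise was 1.76, and it was also 1.76 after GC content and length were subtracted. Without the globin genes, whose copies can share reads, the median was 1.51 over 22 genes. These values argue against scaling, GC content and length, and shared globin reads as the whole cause. A rise of the list had been set as the outcome that erythroid differentiation would give, and the value of 1.75 is consistent with it as a hypothesis. A change in which cells survived 72 h of periplocin was not tested.

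Monocyte and macrophage genes rose in both lines. In THP-1 the median log2 fold change was 1.02 over 19 genes, 13 of them higher and 6 lower, with 11 DEGs higher and 2 lower. In K562 it was 1.05 over only 10 genes, 9 of them higher, with 5 DEGs higher and 1 lower. The lower DEG in K562 was FCGR2A, from 1033 to 282 counts. Less the median of all genes the rises were 1.05 and 1.07, and after GC content and length were subtracted the medians were 1.13 and 1.09. A rise in THP-1 had been set as the outcome that monocytic differentiation would give, and 1.02 is in line with it as a hypothesis. A similar rise in K562, which is not a monocytic line, means that the list does not separate monocytic differentiation from a change common to both lines. Of the 30 genes, 7 are also on other lists used here. THP-1 cells or reads in the K562 periplocin library were tested as a source of the K562 rise. The 58 genes with at least 100 CPM in THP-1 periplocin and no more than 3 counts in K562 DMSO reached a median of 0.103% of their THP-1 level in K562 periplocin, and at most 0.502%. The 9 monocyte genes that rose would need a median of 9.04%, so mixing at that level is argued against.

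Mitochondrially encoded transcripts fell in K562, and the paper does not discuss them. All 13 genes were lower, 9 of them as DEGs, with a median log2 fold change of -1.29. MT-CO1 went from 327194 to 74626 counts. In THP-1 the median was -0.27 (percentile 5.40) and no gene was a DEG. Because these genes take a large part of the counts, scaling was tested, and less the median of all genes the fall had a value of -1.27. After GC content and length were subtracted it was -1.17. Fewer mitochondria per cell stay open, since no value here measures them. Nuclear genes of oxidative phosphorylation, which need not follow the number of mitochondria, had a median of 0.315 in K562 over 79 genes (percentile 99.93) and 0.06 in THP-1 (percentile 71.3). A change in mitochondrial transcription or transcript stability stays open as well and was not tested.

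ATF4 targets of the integrated stress response fell in K562. The median log2 fold change was -1.22 over 36 genes, 24 of them lower DEGs and none a higher DEG. SHMT2 went from 12203 to 2348 counts and TRIB3 from 6499 to 1465. In THP-1 the median was 0.20 (percentile 91.5). Less the median of all genes the K562 value was -1.21, and it was -1.24 after GC content and length were subtracted. That subtraction took the THP-1 median to 0.29 (percentile 98.4), outside the random lists. An integrated stress response in both lines was the outcome set for a rise of this list, and a K562 median of -1.22 argues against it. A response in THP-1 alone stays open. Whether the K562 control was itself under such a response was not tested.

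S phase genes fell in both lines and G2/M genes rose in K562. The S phase medians were -0.182 in K562, where 28 of 43 genes were lower, and -0.602 in THP-1, where 41 of 43 were lower. The K562 fall was weak, with 4 DEGs where random lists gave 5.35 on average, against 7 and 4.42 in THP-1. The S phase value nearest 0 was -0.169 less the median of all genes and -0.162 after GC content and length were subtracted, both outside the random lists. The G2/M median was 0.723 in K562 over 53 genes, 48 of them higher, with BUB1 rising from 1777 to 5926 counts. It was 0.735 less the median of all genes, and 0.716 after GC content and length were subtracted. In THP-1 the G2/M median was 0.0202 (percentile 30.9). Fewer cycling cells would lower both lists in both lines, and the K562 value of 0.723 argues against that as the whole account. The paper's percentages in Figure 1F leave a share outside G0/G1 and S that went from 16.1% to 37.4% in K562 and from 15.1% to 37.6% in THP-1. That share is a remainder, and the paper's percentages do not say which cells it holds. The THP-1 value of 0.0202, with 28 genes higher and 26 lower, does not decide whether G2/M cells were among them in that line. In K562 the G2/M median of 0.723, with 48 of 53 genes higher, goes with G2/M cells among them. Transcript levels do not count cells, so the question stays open in both lines.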

How the results depend on the processing

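No alternative was added after the results were seen, and the alternatives, gene lists and thresholds were set before the data were examined, apart from the tests named as later in the other parts and the lists of 5′ TOP and nuclear oxidative phosphorylation genes. No paired analysis was possible within a cell line because each group has 1 library, and for the same reason leaving out a replicate was not possible. The fit over both lines sets each periplocin library against the DMSO library of its line.

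The number of DEGs depended on the assumed spread between replicates, which these data cannot give. With a dispersion of 0.04 there were 1728 DEGs in K562, 1622 in THP-1 and 353 in both, and with 0.16 there were 100, 88 and 5. The higher dispersion makes the test stricter by construction. Most DEGs were then higher, 58 of 100 in K562 and 58 of 88 in THP-1, whereas most were lower at a dispersion of 0. An absolute log2 fold change of at least 2 gave 960, 969 and 154, of which 54.2% were higher in THP-1. The dispersion of 0.01, the other scalings, the filters at 10 counts and at 1 CPM and the prior count of 2 kept each number within 1.5 times, between 2642 and 2896 in K562, 2516 and 2902 in THP-1, and 703 and 827 in both.

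The fit over both lines gave 0 genes, and 0 with DESeq2's size factors (1526 with an unadjusted p under 0.05). It gave 2 of 17197 without a count filter (1748 unadjusted), and DESeq2 gave 126 (1171 unadjusted). The cause was not tested. The Pearson correlation of the lines was 0.305 at 5 CPM and 0.143 over all genes with counts, and the Spearman correlation 0.330 and 0.222. The scalings cannot move either, and the prior count of 2 moved Pearson to 0.284.

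HDAC10 in THP-1 kept its log2 fold change of -0.72 at a dispersion of 0.04 and at 0.16, where its adjusted p was 0.344 and 1 in the exact test. Over all its alternatives the adjusted p in THP-1 ran from 5.5e-17 to 1, and in K562 from 0.141 to 1. Its log2 fold change lay between -0.73 and -0.71 in THP-1 and between -0.18 and -0.15 in K562. Its rank among the overlapping genes did not change under the scalings or, within a line, the prior count of 2.

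Of 42 medians of a gene list in a cell line, the scalings reversed none. A scaling moves every gene of a comparison alike, here by at most 0.0264 on the log2 scale, so the place among random lists cannot change with it. At 5 CPM, gluconeogenesis in K562 reversed to -0.92 over 3 genes (percentile 1.79), outside the random lists, and the lipopeptide genes in K562 to -0.77 over 4 genes, because fewer genes were left. At 5 CPM the sodium pump list moved outside the random lists with 1.81 in K562 and 1.09 in THP-1, over 3 genes each, and the TNFA and NF-κB list in K562 with -0.16 (percentile 2.32). The hematopoietic antigens in THP-1 moved inside with 0.22. Over all genes with counts the angiogenesis list in K562 moved inside with -0.0235, and the sodium pump list in THP-1 moved outside with 0.74, as it did with the prior count of 2, also 0.74. These causes were not tested.

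Genes chosen by the naming rule were recomputed at each dispersion, under both other scalings and with the prior count of 2. Of 320 values of a gene in a cell line, 279 had an adjusted p under 0.05 at a dispersion of 0. Of these, 46 lost it at a dispersion of 0.01, 104 at 0.04 and 248 at 0.16. Among those lost at 0.04 were HDAC5, HDAC7, HDAC11, SLC25A20, SFXN2 and SFXN4 in K562 and PC, G6PC3 and PCK2 in THP-1. With total counts 1 value lost it and 1 gained it, and with DESeq2's size factors 2 gained it. Values next to 0 reversed by the shift itself, with total counts ADM2 (-0.00475), MT-ND3 (-0.00382) and RUNX1 (-0.00486) in THP-1, and with DESeq2's size factors DDIT4 in THP-1 (0.00849) and TRIAP1 in K562 (0.0140). The depth of these libraries leaves genes such as PDGFRB, CNR2, NTRK3 and TNF in K562 too close to the floor to give more than a bound or no fold at all.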

Differences from the paper's values

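No test was chosen for this part after a result was seen, but the pairing of values with the paper's quantitative PCR and with Figure 5C was drawn up after the first results had been seen.

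By quantitative PCR the paper reports a fall of HDAC10 mRNA by 30-40% in both lines. In these libraries the fall in K562 was 11.4%, against 30% at the nearest end of the paper's range, while in THP-1 it was 39.4%. The assays differ, and the paper's value is from quantitative PCR. None of the alternatives set before the data were examined closed the gap in K562, where the fall was between 9.80% and 11.4%.

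The paper presents HDAC10 as the most significant of the overlapping genes. In these libraries it was below a 2-fold change in both lines. PDGFRB in THP-1 and STAT3 in K562 fell further, and TOP2A and STAT3 had smaller p-values in both lines at a dispersion of 0. Such p-values depend on the number of counts as well as on the change. At assumed dispersions of 0.01 and 0.04, TOP2A in THP-1 no longer had a smaller p-value than HDAC10, while STAT3 and PDGFRB there still did. In K562 TOP2A and STAT3 kept smaller p-values than HDAC10 at both. HDAC10 had an adjusted p of 0.141 in K562 and 1.8e-16 in THP-1 from the exact binomial test. No setting that was run made HDAC10 a DEG in either line. Figure 5C names no cell line. The ratio of the CPM summed over the lines was 0.716 for HDAC10, and about 0.77 in Figure 5C, read by eye.

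The paper's Discussion states that NF-κB signaling was activated in both lines, whereas its Results propose inhibition, from lower p-p65 on western blots. In K562 the TNFA and NF-κB response list had a median log2 fold change of -0.17, with more genes lower than higher although its 61 DEGs exceeded the 34.3 of random lists, and the NF-κB components had -0.22, against 0.77 and 0.32 in THP-1. In direction, the THP-1 medians go with activation rather than inhibition. They do not measure p65 phosphorylation or protein. The proposed inhibition rests on lower p-p65 after periplocin and after HDAC10 knockdown, and the paper's Discussion also names lower total p65. RELA, the gene of p65, had log2 fold changes of 0.16 in K562 and 0.18 in THP-1, which are transcript levels and not protein. The paper also names the SLC25A family as enriched. Here 7 SLC25A genes were DEGs in K562 and 8 in THP-1, where random lists matched on expression gave 7.41 and 6.64 on average. The median log2 fold change of the family did stand apart in THP-1 (-0.38, percentile 0.37), but not in K562 (-0.14, percentile 14.6).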

Other observations

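The tests of scaling, of histone reads shared between copies, of S phase cells as a source of histone transcripts and of periplocin as a cause on chromosome 1 were chosen only after the results were seen, and so was the scan along the chromosomes.

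Histone genes rose in both lines, as given beside the paper's enrichment results. In the line with the smaller rise the median log2 fold change was 1.85 less that of all genes, which a scaling error would not give, and after genes of like GC content and length were subtracted it was 1.61. The counts summed over all histone genes rose by a log2 ratio of at least 1.79, which reads moved between near-identical copies would not give. More cells in S phase would raise S phase genes, but the higher of the S phase medians was -0.182. These values argue against each of the 4 explanations as the whole cause. A larger share of histone transcripts with a poly-A tail stays open and was not tested.

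Ribosomal protein genes fell in both lines, with a median log2 fold change of -0.83 in K562, where 78 of 82 were lower, and -0.89 in THP-1, where all 82 were lower. RPS18 went from 22187 to 7977 counts in K562 and RPL12 from 18365 to 4358 in THP-1. Ribosomal protein genes have many processed copies between which counting could divide reads, and this was not tested. The value nearest 0 was -0.817 less the median of all genes, which argues against scaling as the cause, and after GC content and length were subtracted it was -0.786. As a hypothesis, shared control of transcripts with a 5′ TOP motif would also lower other such genes. These had a median of -0.58 in K562 (percentile 0.02) and -0.416 in THP-1 (percentile 0.15) over 20 genes, in line with it, although the same values would follow from a general fall of abundant translation genes.

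A stretch of chromosome 1 was expressed far more strongly in THP-1 than in K562, whatever the treatment. In windows of 25 neighbouring genes with at least 5 CPM, the window from BMP8B to PPCS, genes named after their values were seen, at 39757182 to 42473385 on GRCh38, had a median log2 ratio of THP-1 to K562 of 3.61 in DMSO and 3.64 in periplocin. The next highest window elsewhere, on chromosome 15, had 1.81, and the highest window in 1000 shuffled gene orders had 2.11. In the window 23 of the 25 genes were more than 2-fold higher in THP-1 DMSO. The window took 2.21% of THP-1 DMSO counts and 0.167% of K562 DMSO counts. The value of 3.61 in the DMSO libraries argues against periplocin as the cause, and the median log2 fold change of these genes within THP-1 was -0.04. A higher copy number of this region in THP-1 is a candidate explanation, which was not tested.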
